# Evaluation of circulating microRNA profiles in blood as potential candidate biomarkers in a subacute ruminal acidosis cow model - a pilot study

**DOI:** 10.1186/s12864-023-09433-y

**Published:** 2023-06-16

**Authors:** O. E. Ojo, L. Hajek, S. Johanns, C. Pacífico, A. Sener-Aydemir, S. Ricci, R. Rivera-Chacon, E. Castillo-Lopez, N. Reisinger, Q. Zebeli, S. Kreuzer-Redmer

**Keywords:** MicroRNAs, Dairy cows, Bovine, miRNA biomarkers, Subacute ruminal acidosis (SARA), High-grain feeding, Plasma, Leucocytes

## Abstract

**Background:**

Subacute ruminal acidosis (SARA) is a metabolic disorder often observed in high-yielding dairy cows, that are fed diets high in concentrates. We hypothesized that circulating miRNAs in blood of cows could serve as potential candidate biomarkers to detect animals with metabolic dysbalances such as SARA. MicroRNAs (miRNAs) are a class of small non-coding RNAs, serving as regulators of a plethora of molecular processes. To test our hypothesis, we performed a pilot study with non-lactating Holstein–Friesian cows fed a forage diet (FD; 0% concentrate, *n* = 4) or a high-grain diet (HG; 65% concentrate, *n* = 4) to induce SARA. Comprehensive profiling of miRNA expression in plasma and leucocytes were performed by next generation sequencing (NGS). The success of our model to induce SARA was evaluated based on ruminal pH and was evidenced by increased time spent with a pH threshold of 5.8 for an average period of 320 min/d.

**Results:**

A total of 520 and 730 miRNAs were found in plasma and leucocytes, respectively. From these, 498 miRNAs were shared by both plasma and leucocytes, with 22 miRNAs expressed exclusively in plasma and 232 miRNAs expressed exclusively in leucocytes. Differential expression analysis revealed 10 miRNAs that were up-regulated and 2 that were down-regulated in plasma of cows when fed the HG diet. A total of 63 circulating miRNAs were detected exclusively in the plasma of cows with SARA, indicating that these animals exhibited a higher number and diversity of circulating miRNAs. Considering the total read counts of miRNAs expressed when fed the HG diet, differentially expressed miRNAs ( log_2_ fold change) and known function, we have identified bta-miR-11982, bta-miR-1388-5p, bta-miR-12034, bta-miR-2285u, and bta-miR-30b-3p as potential candidates for SARA-biomarker in cows by NGS. These were further subjected to validation using small RNA RT-qPCR, confirming the promising role of bta-miR-30b-3p and bta-miR-2285.

**Conclusion:**

Our data demonstrate that dietary change impacts the release and expression of miRNAs in systemic circulation, which may modulate post-transcriptional gene expression in cows undergoing SARA. Particularly, bta-miR-30b-3p and bta-miR-2285 might serve as promising candidate biomarker predictive for SARA and should be further validated in larger cohorts.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09433-y.

## Background

MicroRNAs are a class of small non-coding RNAs which regulate a wide range of biological processes such as mammary gland development [12, 16, 17, 20] and ovary development [46, 49], differentiation, apoptosis, and viral infection through post-transcriptional regulation of gene expression [4]. Since the first miRNA was identified in lin-4 (Caenorhabditis elegans) in 1993, an increasing number of miRNAs have been found in animals as sequencing and bioinformatics technologies advanced and ushered in a new era and the capability to quickly detect many classes of short RNA molecules, including miRNAs, in a variety of biological samples like plasma, blood cells, milk, urine, etc. [31]. With a view to comprehend the regulatory network of miRNAs and gene expression, it is crucial to understand the identification and characterization of miRNAs and their targets in animals in recent years [18]. The finding of circulating miRNAs in bodily fluids like milk, urine, and saliva [8] opened the door to the field of biomarker discovery, which uses a mix of omics technologies to achieve the least invasive detection of molecules feasible, for example in cancer biology. A miRNA biomarker is a miRNA that is generated or enriched in a specific tissue, and whose circulating levels may reflect pathological or physiological changes in that tissue associated to diseases or progression of diseases. MiRNAs have recently become highly useful biomarkers of human infectious, genetic, and metabolic diseases but there are only a few studies in farm animals. In the past few years, profiles of circulating miRNAs have been connected to pregnancy and the oestrous cycle [21, 22], infection [11, 15], and various physiological processes, metabolic changes, and adaptive response pathways driving skeletal muscle growth in cattle [44].

Subacute ruminal acidosis (SARA) is a frequent metabolic disorder of high-producing cows, commonly associated with a high-grain (HG) diet and is identified by a drop of ruminal pH due to rapid accumulation of volatile fatty acids, as well as lactic acid [42, 59]. Cows experiencing SARA undergo both ruminal and systemic inflammation, which are induced by a cascade of events starting with dysbiosis in the rumen and resulting in the activation of the innate immune response and several metabolic disorders [7, 60].

In this study, we hypothesized that blood miRNAs could serve as potential candidate biomarkers for rumen health in cows using a diet-induced SARA bovine model. To test our hypothesis, comprehensive identification of miRNA profiles were conducted and miRNAs in plasma and leucocytes were evaluated towards its potential to serve as candidate biomarkers in cows that were exposed to SARA risk by a HG feeding period consisting of a 65% concentrate diet. The presence of specific miRNAs in the plasma and leucocytes could contribute to understand the systemic pathophysiology of SARA in cattle. In addition, miRNAs could serve as valid biomarkers to identify cows suffering from SARA in a herd. Furthermore, biomarkers could be used to identify those cows which are able to better cope with SARA, also considering further breeding strategies. The findings of our study contribute to a better understanding of how dietary changes affect the systemic circulation of miRNAs and provide data for miRNAs and their potential use as biomarkers of SARA in cows.

## Results

### MiRNA expression pattern in plasma and blood leucocytes

We evaluated whether our cow model would successfully induce SARA in cows. We discovered that 100% of the cows in our cow model experienced at least episodes of SARA, which were indicated by increased time spent with a pH threshold of 5.8 for an average length of 320 min/d. 

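Small RNA from the plasma of 4 cows was sequenced, with each cow sampled on the forage diet (FD, 0% concentrate) and again in week 1 of the high-grain diet (HG, 65% concentrate), which gives 8 plasma libraries. For each library the authors deposited the read count of every bovine (bta) and human homologue (hsa) miRNA name, the number of distinct read sequences behind it, and an estimated count in which a read that maps to several names is divided among them. Between 376589 and 3090572 reads per library were assigned to miRNAs on FD (median 1592501.5) and between 975513 and 4464701 on HG (median 2231278.5). These reads made up 46.3% ± 8.22 (SD, n = 4 libraries) of all reads analysed on FD and 64.5% ± 6.08 (SD, n = 4) on HG. The share was higher on HG in 4 of 4 cows, by 18.2 ± 13.0 percentage points (SD; exact sign-flip permutation test, two-sided, p = 0.13, the smallest p that 4 cows allow). A miRNA was counted as detected in a library with at least 2 reads, the smallest value above 0 in Supplementary Tables 2 and 3. A name without reads may still have had up to 3 reads, which is between 0.672 and 7.97 reads per 1e6 reads across the plasma libraries. Without molecular identifiers, reads are not independent molecules, so these limits cover counting error only. No library lists a single read for a name, so the limits would be higher if single reads had been left out.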

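Over the 8 plasma libraries 520 names of the authors' table were detected, and 360 of them were detected in every library. Bovine and human names that had the same count in all libraries were separate entries, and with such names counted once 419 were detected and 272 were in every library, the largest move of that number among the alternatives run. In both sample types, names with few reads over all libraries were left out of this merging, so some identical pairs stayed separate. With all libraries reduced at random to 376589 reads, 284.67 names were in every library (mean of 100 draws).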

In total, 520 miRNAs were found in plasma (Fig. 1a, b, c), with 360 of those shared by all forage diet (FD) and HG diets (Fig. 1a). We examined all the miRNAs found in the plasma from the four cows fed on FD and later a HG diet, which resulted in the identification of 398, 430, 416, and 430 miRNAs in each cow (Fig. 1b and c). Hence, for FD, there were 423 individual cow miRNAs on HG and 360 shared miRNAs between all cows. 

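On FD the libraries of cows 1 to 4 had 398, 430, 416 and 430 detected miRNAs from 376589, 1428225, 1756778 and 3090572 reads, respectively. On HG the same cows had 476, 454, 455 and 481 detected miRNAs. The number per library was 418.5 ± 15.2 (SD, n = 4) on FD and 466.5 ± 14.0 (SD, n = 4) on HG. The paired difference was 48.0 ± 22.8 miRNAs (SD, n = 4 cows), higher in 4 of 4 cows, and larger than the spread between cows, although the exact two-sided sign-flip permutation test cannot fall below p = 0.13 with 4 cows. At an equal number of reads the difference was 57.1 ± 33.1 (SD, n = 4 cows), with 10.2 miRNAs in cow 1, whose FD library had the fewest reads.

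**Figure D1:**
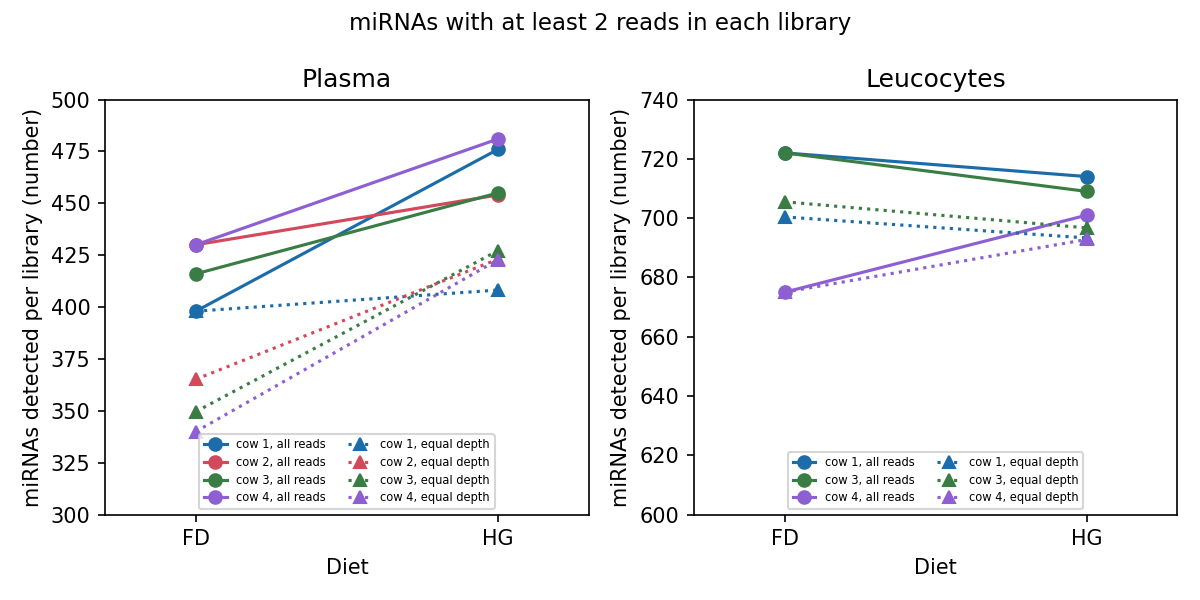
Number of miRNAs with at least 2 reads per library on FD and HG, in plasma (left) and leucocytes (right), with a colour for each cow. Circles and solid lines stand for all reads, and triangles and dotted lines for libraries reduced to the smallest library of the sample type; in plasma every line rises, from 398 to 476 in cow 1 with all reads, and the vertical axes do not start at 0.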

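In plasma 423 miRNAs were detected in all 4 HG libraries and 360 in all 4 FD libraries. With a minimum of 5 reads in place of 2, these numbers were 388 and 324, and with a minimum of 10 reads they were 356 and 284.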

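Of the miRNAs detected in all 4 FD libraries, 0 were missing from an HG library, also with a minimum of 5 or 10 reads. With libraries reduced to the same number of reads, 5.14 names were in all FD libraries but not in all HG libraries (mean over the draws), and leaving out 1 cow gave 1 to 2 such names.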

For additional analysis, the shared miRNAs for FD and HG were examined (Fig. 1a), and none was found to be distinct to cows on FD diet, whereas 360 miRNAs were shared between the FD AND HG diet (Fig. 1a). 

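The miRNAs detected in all 4 HG libraries but not in all 4 FD libraries were found in FD plasma to a varying extent. Of these names, 3 had no read in any FD library (bta-miR-30b-3p, and bta-miR-324 with its human homologue hsa-miR-324-5p, named here after their values were seen). A further 11 were detected in 1 FD library, 14 in 2 and 35 in 3. Summed over the 4 libraries of a diet, they had between 20 and 1280 reads on HG (median 144) and between 0 and 861 on FD (median 10.0). From the miRNAs exclusive to HG, the paper proposes that this diet raises the level of circulating miRNAs.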

We further discovered that several miRNAs in the cows' plasma were exclusively expressed when they were fed an HG diet, which suggests that the HG diet causes a higher level of circulating miRNAs. As a result, we recorded 63 miRNAs from the cows exclusively when they were fed the HG diet (Fig. 1a), then further sorted, and filtered them according to total read counts, read counts across animals, and known function.

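With a minimum of 10 reads 72 names were in all HG libraries but not in all FD libraries, and with names of identical counts taken once there were 55. The latter is an upper number, since pairs with few reads stayed separate. An example is bta-miR-376a and hsa-miR-376a-3p, each with 25 reads on HG and 2 on FD. Leaving out 1 cow at a time gave between 51 and 67 names. At an equal number of reads the number was 60.3. Names that reached the minimum in all HG libraries and in no FD library numbered 3. With a minimum of 5 or 10 reads they numbered 10 or 14. With 1 cow left out they numbered 5 to 12, and at an equal number of reads 2.32.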

**Fig. 1:**
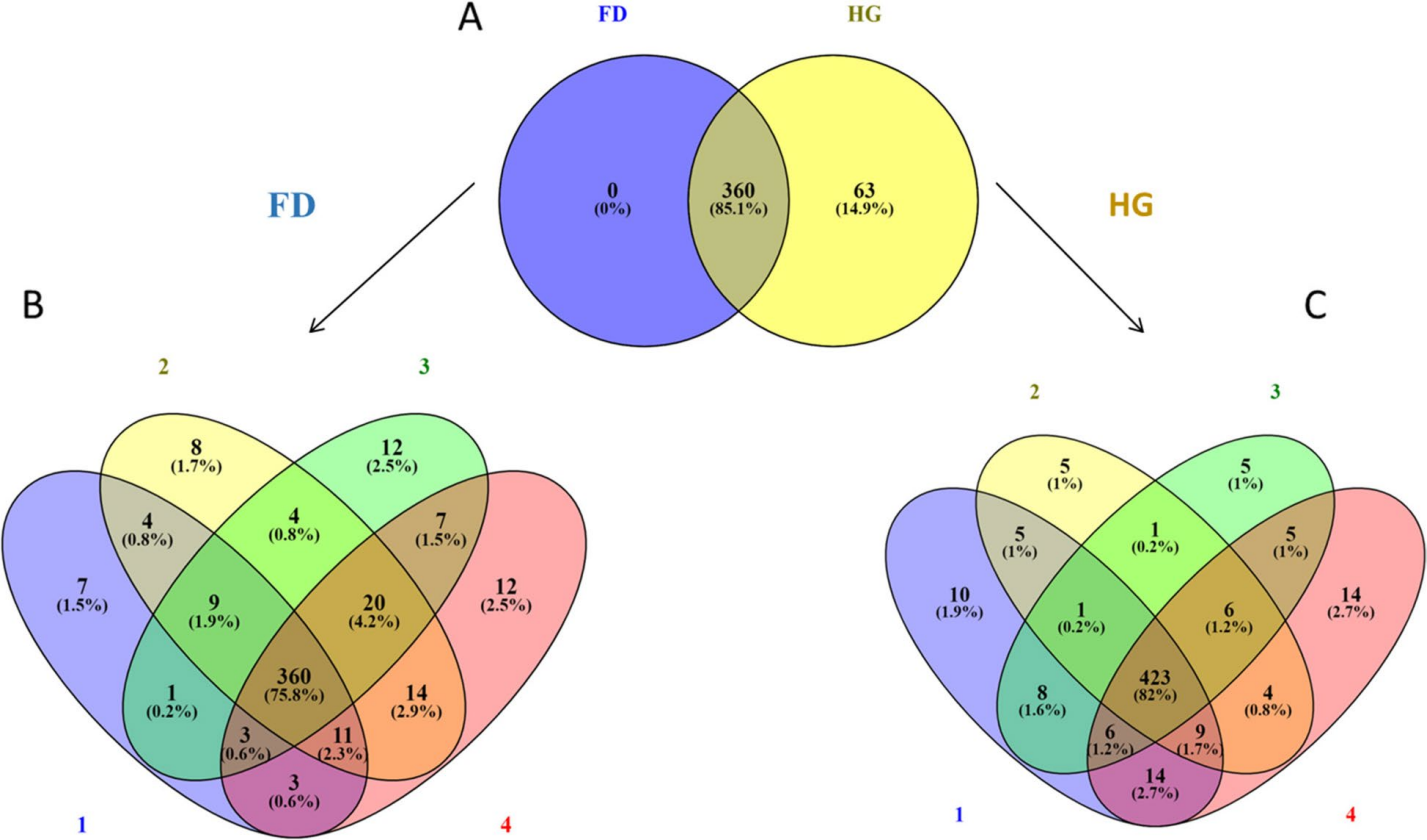
Venn diagram of microRNAs expressed in plasma. **A** Zero record of miRNAs expressed in forage-based diet leucocytes and 63 miRNAs exclusively expressed in high-grain diet in plasma. **B** 360 miRNAs shared within all cows (1, 2, 3 and 4) on forage-based diet (**C**) 423 miRNAs shared within all cows (1, 2, 3 and 4) on high-grain diet

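Leucocytes were represented by 6 libraries, from cows 1, 3 and 4 on each diet. Reads assigned to miRNAs numbered 66070764, 56399096 and 21764579 on FD and 53606312, 39096882 and 27548674 on HG for these cows. A name without reads may have had up to 0.0454 to 0.138 reads per 1e6 reads, depending on the library. Over the 6 libraries 730 names of the authors' table were detected, 650 of them in every library. With names of identical counts taken once, 630 were detected and 552 were in every library, and without cow 4 the number in every library was 695.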

In total, 730 miRNAs were found and recorded in leucocytes, with 650 miRNAs shared by all analysed samples (Fig. 2), which could be considered as a core microRNAome within our dataset. When comparing FD and HG diets, 17 miRNAs were found to be expressed solely on the FD, while 34 miRNAs on the HG diet.

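In leucocytes 684 miRNAs were detected in all 3 HG libraries and 667 in all 3 FD libraries. The 34 names found in all HG libraries but not in all FD libraries were still detected in 1 (2 names) or 2 (32 names) of the FD libraries. Their reads summed to a median of 28.0 over the HG libraries and also 28.0 over the FD libraries. Of the 17 names found in all FD libraries only, 6 were in 1 HG library and 11 in 2, with a median of 33.0 reads on FD and 8.0 on HG. Without cow 4, whose libraries had the fewest reads on both diets, 7 names were in all HG libraries only and 20 in all FD libraries only. Most of the names listed in Supplementary Table 3 lack FD reads in the library of cow 4 alone. A minimum of 5 reads gave 30 names for HG and 33 for FD. The number of miRNAs per library differed by 1.67 ± 21.2 between HG and FD (SD, n = 3 cows; exact sign-flip permutation test, two-sided, p = 1, where the smallest p that 3 cows allow is 0.25).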

**Fig. 2:**
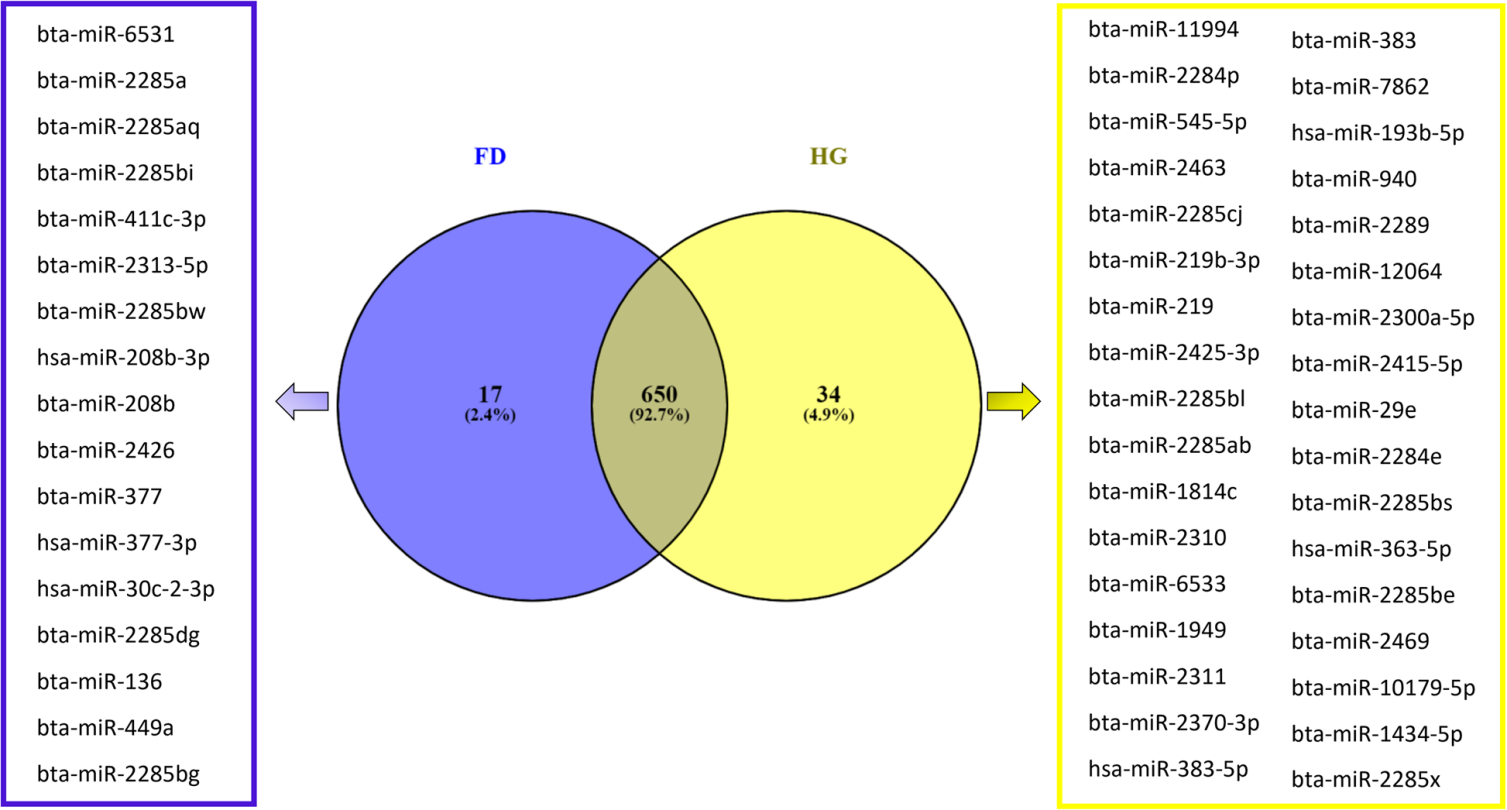
Venn diagram miRNAs expressed in leucocytes. 17 miRNAs were exclusively expressed in forage-based diet and 34 miRNAs were exclusively expressed in high-grain diet

By analyzing the unique miRNAs present in every cow and diet, we were able to determine the animal-specific miRNAs. As a result, miRNAs identified as unique and expressed in cows fed on both diets were chosen. Three cows were also found to have three animal-specific miRNAs: bta-miR-2285bb, bta-miR-664a, and bta-miR-2285am-5p (leucocytes).

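A name was taken as specific to an animal when it was detected on both diets in that cow and in no library of the other cows of the same sample type. In plasma bta-miR-2285am-5p met this rule in cow 1, with 2 reads on FD and 102 on HG, and bta-miR-664a met it in cow 4, with 146 reads on FD and 47 on HG. The 102 and the 146 reads each came from 1 distinct sequence. Neither name was limited to 1 cow in leucocytes. There bta-miR-2285am-5p had 160 reads on FD and 141 on HG, with at most 81 and 62 in a library. For bta-miR-664a the leucocyte reads were 6 on FD and 8 on HG, with at most 5 in an HG library. In leucocytes bta-miR-2285bb met it in cow 3, with 14 reads on FD and 10 on HG.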

An inspection of the whole dataset identified 498 miRNAs shared between plasma and leucocytes (Fig. 3). In addition, 22 miRNAs were expressed solely in plasma and 232 other miRNAs in leucocytes (Fig. 3). Hence, we observed a higher number of miRNAs in leucocytes than in plasma. 

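A name counted as shared when it was detected in at least 1 library of each sample type, which gave 498 shared names, 22 in plasma only and 232 in leucocytes only. Taking names of identical counts once gave 396, 23 and 234 names. When every library was reduced to the size of the smallest plasma library, 424.72 names were shared, 93.07 were in plasma only and 67.98 in leucocytes only (means over the draws).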

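At the size of the smallest plasma library, 517.8 names were detected over the 8 plasma libraries and 492.7 over the 6 leucocyte libraries. With plasma limited to cows 1, 3 and 4, these were 513.6 and 493.4 names, and the mean number per library was 391.0 in plasma and 384.6 in leucocytes.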

The ten most abundant miRNAs (Table 1) reported to be shared between plasma and leucocytes have been ranked by decreasing read counts from the 498 shared miRNAs identified between plasma and leucocytes.

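In both sample types, shares were taken of the read counts summed over all names, where a read that matches several names counts at each. In plasma bta-miR-21-5p took 6.40% ± 1.34 (SD, n = 8 libraries), bta-miR-24-3p 5.92% ± 2.80 and bta-miR-451 5.83% ± 2.78. The human name hsa-miR-451a had the same plasma reads as bta-miR-451. Summed over the plasma libraries, bta-miR-24-3p had 1684176 reads, bta-miR-21-5p 1588764 and bta-miR-451 1090468. In leucocytes bta-miR-451 took 18.7% ± 2.50 (SD, n = 6 libraries), hsa-miR-451a 15.2% ± 7.81 and bta-miR-21-5p 3.85% ± 0.640. The share of hsa-miR-451a was 0.0587% in the HG library of cow 4 and reached 20.5% in another leucocyte library.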

**Fig. 3:**
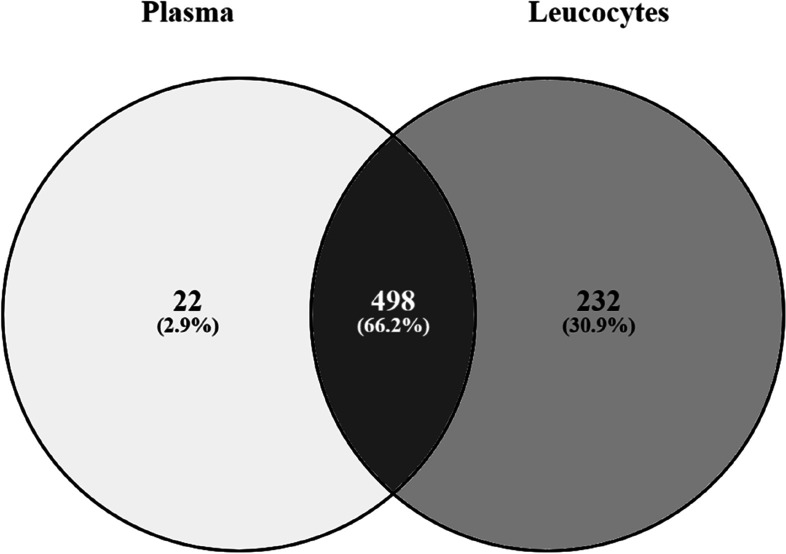
Venn diagram of microRNAs shared between plasma and leucocytes. 22 miRNAs were exclusively expressed in plasma while 232 miRNAs were exclusively expressed in leucocytes and a total of 498 miRNAs were shared between plasma and leucocytes

**Table 1:** The 10 most expressed miRNAs in plasma and leucocytes

**Plasma**	**Leucocyte**
hsa-miR-451a	bta-miR-451
bta-miR-451	hsa-miR-451a
bta-miR-21-5p	bta-miR-21-5p
bta-mir-143	Hsa-mir-16-5p
bta-let-7a-5p	Bta-mir-16b
bta-let-7f	Bta-mir-26a
hsa-let-7f-5p	Hsa-mir-26a-5p
bta-mir-26a	Bta-mir-486
hsa-mir-26a-5p	Hsa-mir-486-5p
bta-mir-24-3p	Bta-let-7f

### Feeding a SARA inducing high grain diet affects the expression of miRNAs in plasma and blood leucocytes

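Differential expression between the diets was tested on the estimated counts with edgeR's quasi-likelihood test, TMM normalization and cow as a block, for the 538 plasma names with at least 10 reads in total. With Benjamini-Hochberg adjustment 0 miRNAs had an adjusted p under 0.05. The smallest adjusted p was 0.452, and 55 miRNAs had an unadjusted p under 0.05, 43 higher and 12 lower on HG. Without cow 1 this balance turned round, with 29 higher and 58 lower. The DESeq2 Wald test on the same names moved this count most, to 12 miRNAs (10 higher and 2 lower on HG), with a smallest Benjamini-Hochberg adjusted p of 0.00853. By edgeR, bta-miR-769 (chromosome 18 of UMD3.1, 53945906 to 53945927) rose from 5.38 ± 2.83 to 71.7 ± 48.6 CPM (counts per 1e6 counts; SD, n = 4), a log2 fold change of 3.39 (standard error 1.04), and was higher in 4 of 4 cows. A fall from 1854 ± 963 to 599 ± 341 CPM was found for bta-miR-1306 (chromosome 17, 74987969 to 74987989), with a log2 fold change of -1.63 (standard error 0.467) and a lower value in 4 of 4 cows. Both had the edgeR adjusted p of 0.452. All 12 names of Table 2 had the direction that the paper gives. The fitted log2 fold change of bta-miR-12034 was 6.06 (standard error 3.66), although its mean was 121 CPM on FD and 51.1 CPM on HG, because 445 of its FD reads came from the library of cow 2 alone. In the same way bta-miR-2454-3p had 158 CPM on FD and 61.0 CPM on HG with a fitted log2 fold change of 5.32. With a cow left out, the fitted values ranged from 4.03 to 10.0 for bta-miR-12034 and from 3.61 to 9.06 for bta-miR-2454-3p.

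**Figure D2:**
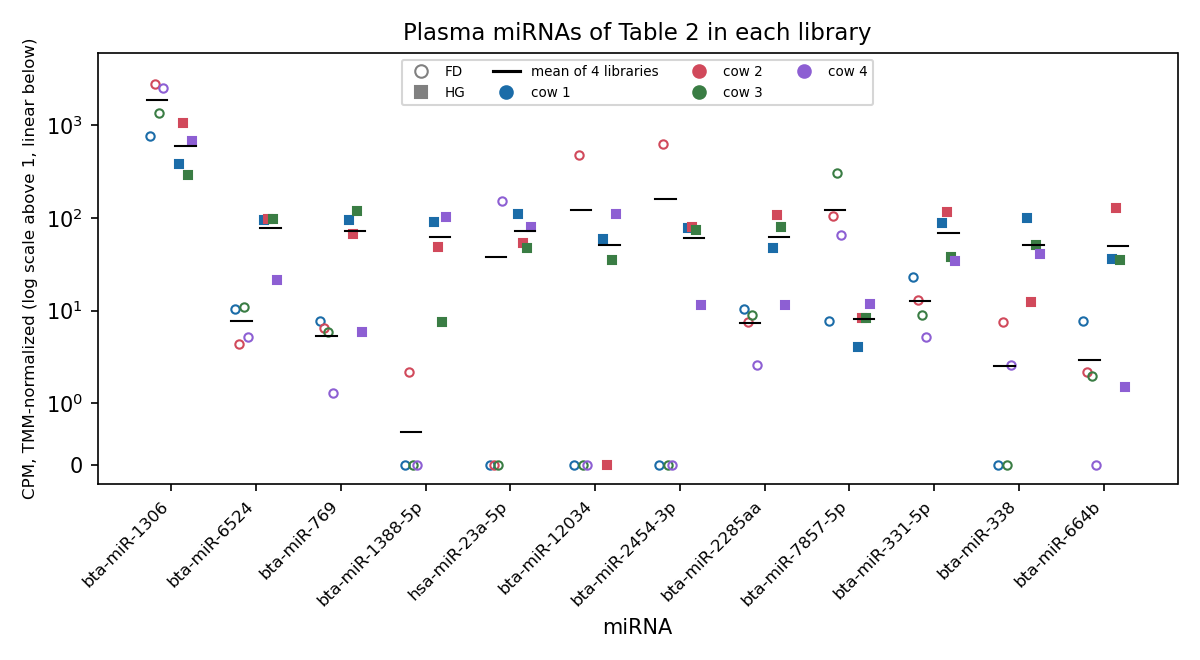
Level of the 12 miRNAs of Table 2 in each plasma library, in CPM, on an axis that is logarithmic above 1 and linear below it. Open circles are FD libraries, filled squares HG libraries and black lines the means of 4 libraries; the FD mean of bta-miR-12034, 121 CPM, rests on the library of cow 2.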

Differential expression analysis revealed that 12 miRNAs were differentially expressed in plasma samples (FD vs. HG diet) with a false discovery rate (FDR) lower than 0.05 (Table 2), from which 10 miRNAs (bta-miR-12034, has-miR-23a-5p, bta-miR-2454-3p, bta-miR-1388-5p, bta-miR-338, bta-miR-664b, bta-miR-2285aa, bta-miR-6524, bta-miR-331-5p, bta-miR-769) were found to be up-regulated when the cows were fed a HG diet and 2 miRNAs were down-regulated (bta-miR-1306, bta- miR-7857-5p) (Fig. 4a). 

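In leucocytes the test covered 782 names and called 15 at an edgeR adjusted p under 0.05 (Benjamini-Hochberg), 3 higher and 12 lower on HG, of which 13 are in Supplementary Table 1. The strongest call was bta-miR-374a (chromosome X of UMD3.1, 81951234 to 81951255), which fell from 727 ± 130 to 383 ± 101 CPM (SD, n = 3), a log2 fold change of -0.94 (standard error 0.127, edgeR adjusted p = 0.00368). For bta-miR-3613a the log2 fold change was -1.02 (standard error 0.154, edgeR adjusted p = 0.00576), and for bta-miR-10225a it was 1.76 (standard error 0.272, edgeR adjusted p = 0.00576), each in the same direction in 3 of 3 cows. The other names called outside Supplementary Table 1, bta-miR-144 and bta-miR-8549, are named here after their values were seen, and bta-miR-8549 rests on 941 reads in the FD library of cow 3, with at most 16 in any other library. Leaving out cow 4 moved the count most, to 102 miRNAs, of which 50 were higher and 52 lower on HG, and leaving out cow 3 gave 0, with 24 at an unadjusted p under 0.05. The DESeq2 Wald test called 25 miRNAs, 5 higher and 20 lower on HG.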

With an FDR < 0.05, 25 miRNAs were differentially expressed in leucocytes (forage vs. HG diet), of which 5 miRNAs (bta-miR-10225a, bta-miR-484, bta-let-7b, (hsa-let-7b-5p), bta-miR-423-5p) were up-regulated when the cows were fed the HG diet and 20 miRNAs were found to be down-regulated (Fig. 4b). 

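Hierarchical clustering with complete linkage was run on variance-stabilized counts, and the tree was divided into 2 clusters. In plasma the FD library of cow 1 and the HG libraries of cows 2 and 3, which had the fewest reads, formed a cluster apart from the other 5. With average linkage on the 50 most variable names, the FD library of cow 2 stood alone instead. In leucocytes both libraries of cow 4 formed a cluster apart from those of cows 1 and 3. The mean silhouette width by diet, for which a value near 1 means that the diets are far apart, was 0.0182 in plasma and -0.0300 in leucocytes. In plasma 6 of the 35 splits of the libraries into equal groups gave a width as large (exact permutation test, one-sided, p = 0.171). In leucocytes 5 of 10 splits did (exact permutation test, one-sided, p = 0.5, where the smallest p is 0.1). These splits ignore cow, and the leucocyte libraries of a cow resembled each other, so the diets were also exchanged within cows, a test chosen after the data were seen. Of 4 such exchanges in leucocytes, the real diets alone gave a width as large (exact permutation test, one-sided, p = 0.25, the smallest p possible), and in plasma 3 of 8 did (exact permutation test, one-sided, p = 0.375).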

In plasma as well as in leucocytes samples, hierarchical clustering detected a separation based on similarity of miRNA expression in the two different diets (Fig. 4c and d, respectively). The clustering of the samples was also investigated using principal component analysis (PCA) of miRNA read counts adjusted to the unique mappings in the bovine genome. Within plasma samples the first PC (PC1) was responsible for 29% of the variance between samples, whereas the second PC (PC2) was responsible for 20% (Fig. 5a). 

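After DESeq2's variance-stabilizing transformation of the 500 most variable names, PC1 of the plasma libraries held 37.6% of the variance and PC2 19.0%. The share of PC1 moved most with log2 CPM in place of this transformation, to 26.4%, and lay between 39.7% and 47.8% when 1 cow was left out.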

PC1 shows a cluster for the HG diet, whereas for forage only three out of the four animals clustered together. 

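The plasma PC1 scores on HG were 4.33, -7.17, -11.8 and 4.42 for cows 1 to 4, and those on FD were -15.4, 5.83, 8.11 and 11.7. Of the variance of PC1, 7.39% lay between the diets and 28.3% between the cows.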

For plasma samples, PC1 seems to explain differences regarding the diet within the same four animals.

**Table 2:** 12 Differentially expressed (DE) miRNAs in plasma (FDR < 0.05)

**miRNA**	**baseMean**	**log**_**2**_**FoldChange**	**lfcSE**	**stat**	***p*** **value**	**padj**
bta-miR-1306	1502.777	-1.6245	0.400529	-4.05588	4.99E-05	0.005573
bta-miR-6524	52.5201	3.216403	0.787365	4.085023	4.41E-05	0.005573
bta-miR-769	47.04335	3.437863	0.853275	4.029021	5.60E-05	0.005573
bta-miR-1388-5p	38.93589	6.606347	1.554278	4.250429	2.13E-05	0.005573
hsa-miR-23a-5p	65.38827	6.574441	1.712976	3.838023	0.000124	0.009873
bta-miR-12034	113.5294	8.72227	2.370254	3.679889	0.000233	0.015478
bta-miR-2454-3p	143.8439	6.253793	1.754627	3.564172	0.000365	0.020753
bta-miR-2285aa	42.08954	2.87036	0.822806	3.488501	0.000486	0.021773
bta-miR-7857-5p	78.9668	-3.09793	0.888963	-3.48488	0.000492	0.021773
bta-miR-331-5p	50.22548	2.482085	0.739508	3.356399	0.00079	0.029727
bta-miR-338	33.27151	5.134805	1.53488	3.345413	0.000822	0.029727
bta-miR-664b	32.2357	3.977138	1.205475	3.299229	0.00097	0.032155

**Fig. 4:**
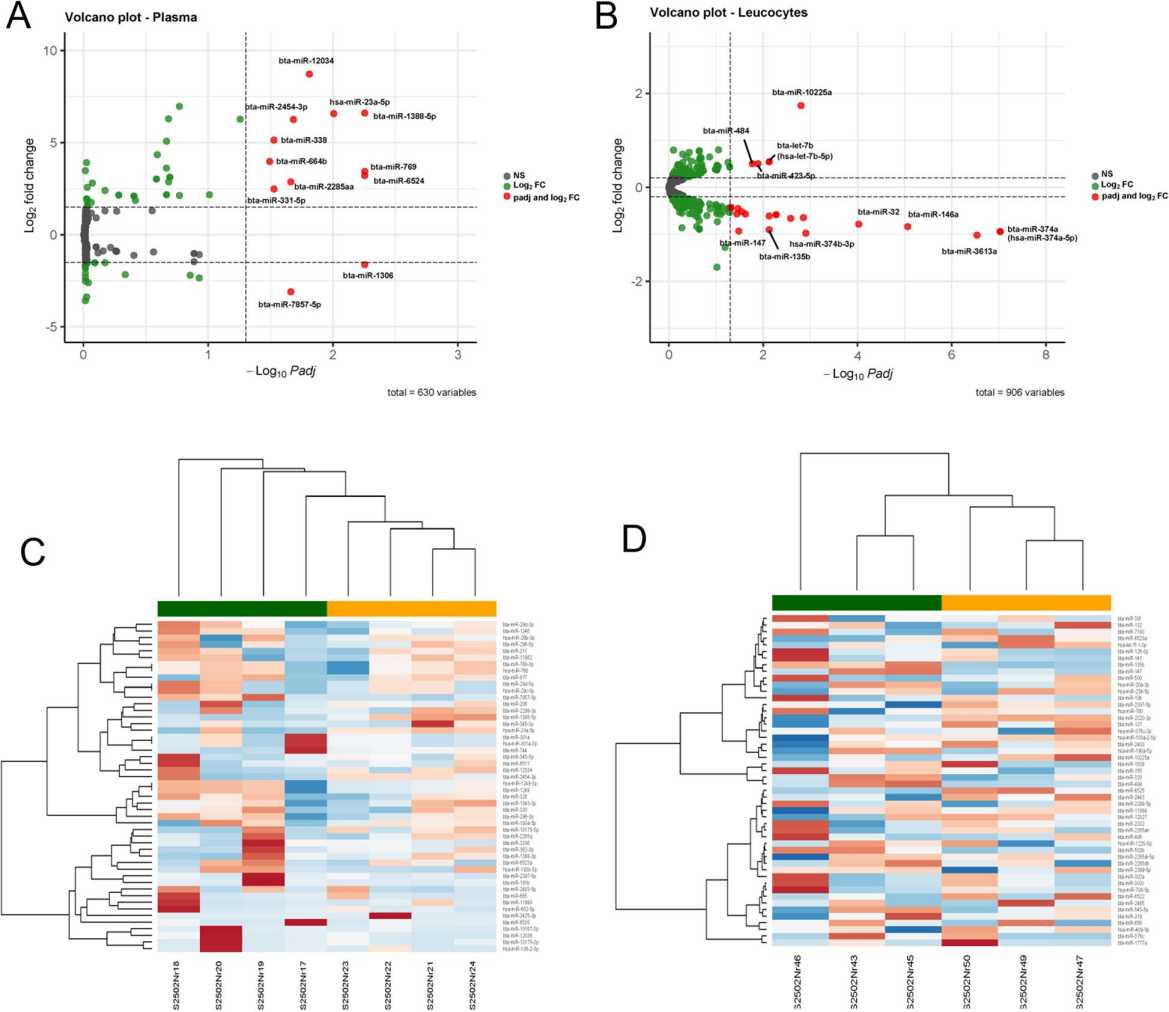
MicroRNA expression levels represented by a volcano plot (**A**) in plasma, (**B**) in leucocytes, and miRNA expression levels represented by a heat map (**C**) in plasma and (**D**) in leucocytes. In (**A**) and (**B**) each dot represents a single miRNA with red points indicating 10 upregulated and 2 downregulated miRNAs. The green points denote the log2 foldchange while the grey points indicated the non-significant. Plots were created with R software. In (**C**) and (**D**) green and orange represent forage and high-grain feeding, respectively, while red and blue indicate upregulated and downregulated miRNAs

**Fig. 5:**
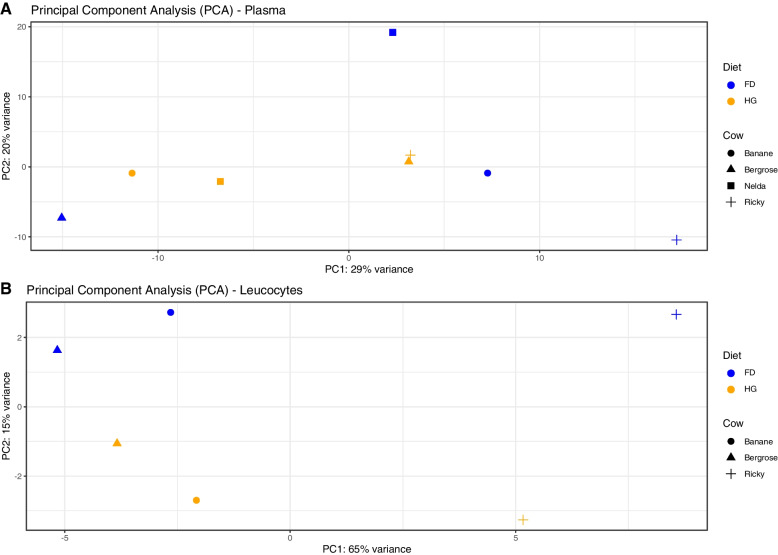
Principal component analysis of miRNA composition in (**A**) plasma, showing variation between diets and cows, and in (**B**) leucocytes, showing variation between diets and cows: blue; forage diet, orange; high-grain diet (65% grain)

Within blood leucocytes, PC1 explains 65% of variation and clearly distinguishes the animals, and PC2 separates the diets with a 15% variance (Fig. 5b). 

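In leucocytes PC1 held 58.6% of the variance and PC2 19.4%. Of the variance of PC1, 96.8% lay between the cows and 0.0610% between the diets, and 58.9% of that of PC2 lay between the diets. With rlog in place of the variance-stabilizing transformation, the shares of PC1 and PC2 were 65.4% and 15.4%. From these components the paper states that PC1 distinguishes the animals and PC2 the diets.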

Three of the most up-regulated differentially expressed miRNAs between the diets were chosen for target prediction (Table 3).

**Table 3:** Target prediction [54] of differentially expressed circulating miRNAs

**miRNAs**	**Total no. of transcript found**	**Important immune associated target genes**	**Predicted target sites**
bta-miR-30b-3p	4313	CD28	4
		CD160	3
		CD180	2
bta-miR-2285u	6100	IGSF6	1
		CD300LG	2
		CD164	2
bta-miR-1388-5P	2715	CD84	2
		CD86	1
		CD300LB	1

### Identification of potential candidate biomarkers

Due to the strong effect of diet on the miRNA expression profile in plasma and since plasma is a relatively easily available sample matrix, we further focused on miRNAs expressed in plasma to identify potential candidate biomarkers of SARA in our cow model. To validate the NGS data, small RNA RT-qPCR assays were established and performed for the most promising biomarker candidates. 

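Reads in single libraries, as deposited by the authors, show how the levels of bta-miR-2285u, bta-miR-30b-3p, bta-miR-12034, bta-miR-11982 and bta-miR-1388-5p arise. On HG bta-miR-2285u had 2, 4, 2 and 432 reads in cows 1 to 4, and on FD it had 165 reads, all in cow 4. In cow 4 bta-miR-2285bg had the same counts, 432 on HG and 165 on FD, from equally many distinct sequences (8 and 2). These reads may be shared by both names and cannot be given to bta-miR-2285u alone. For bta-miR-11982 the reads were 904, 71, 7 and 298 on HG and 3, 313, 0 and 545 on FD. On HG bta-miR-12034 had 176, 0, 42 and 295 reads. Their edgeR log2 fold changes were 1.18 (standard error 1.68, adjusted p = 0.95) for bta-miR-2285u and 0.82 (standard error 1.90, adjusted p = 0.957) for bta-miR-11982. In the rounded estimated counts, in which bta-miR-2285u is at 0 on both diets in cows 1 and 3, each of them was higher on HG in 2 of 4 cows. Without cow 1 the log2 fold change of bta-miR-11982 was -0.72, and without cow 3 it was -0.42. In the FD library of cow 2 the reads of bta-miR-12034 came from 2 distinct sequences, where names with similar counts that were found in all plasma libraries had a median of 11.0.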

We carefully selected 6 miRNAs (bta-miR-2285u, bta-miR-30b-3p, bta-miR-12034, bta-miR-11982, bta-miR-1306, and bta-miR-1388-5p) (Table 4) for further in-depth analyses, based on the total read counts of the filtered miRNAs present in all the cows fed a HG diet (and not expressed in the FD) (*n* = 63), as well as the differentially expressed miRNAs (*n *= 12) in plasma samples. References to previous literature, as well as the functions annotation on miRBase 22 (www.mirbase.org [26]) were also considered for the selection of potential candidate biomarkers (Table 4). To further understand the biological functions of the selected miRNAs for further validation, we carried out the target predictions of the upregulated miRNAs in plasma. To monitor the expression of the potential candidate biomarkers for a longer period we included a third time point from the same cows, when cows were fed the HG diets for three weeks (HG3). To complete the picture, we measured those selected miRNAs based on its expression pattern in plasma samples, also in leucocyte samples by small RNA RT-qPCR.

**Table 4:** Selected potential candidate biomarkers

**miRNAs**	**Sequence**	**Detected in other studies**
**bta-miR-1306**	CCACCTCCCCTGCAAACGTCC (21 bp)	Strozzi et al., 2009 [50]
**bta-miR-11982**	TTCGGCGCCACCACCCTGCGGGT (23 bp)	Li et al., 2016 [34]
**bta-miR-1388-5p**	AGGACTGTCCAACCTGAGAAT (21 bp)	Li et al., 2015; [33] Ioannidis & Donadeu, 2018 [23]; Capra et al., 2017 [3]
**bta-miR-12034**	CCCCGGGGAGCCCGGCGGT (19 bp)	Li et al., 2015 [33]
**bta-miR-2285u**	GAAAAACCCGAACGAACTTT (20 bp)	Fang et al., 2018; [10] Salilew-Wondim et al., 2014 [47]; Guan et al., 2017 [14]; Lawless et al., 2013 [29]
**bta-miR-30b-3p**	TTCATTTGTAGGTGGAGGGTC (21 bp)	Zhang et al., 2016 [61]; Muroya et al., 2016 [39]; Jin et al., 2014 [24]. Sun et al., 2015 [52]; Chen et al., 2014 [6]; Capra et al., 2017 [3]; Wang et al., 2016 [56]; Fang et al., 2018 [10]

MicroRNA bta-miR-2285u had a higher relative expression when cows were fed FD (*P* = 0.04), while the relative expression was reduced as the cows transitioned to HG feeding throughout the weeks (Fig. 6a). On the contrary, in leucocytes the relative expression of bta-miR-2285u increased in HG3, and differential expression was visible (Fig. 7a). When compared to forage feeding, microRNA bta-miR-30b-3p had a higher expression in the first week of high-grain feeding (HG1) (*P* = 0.10) in plasma, which is in line with our NGS data results (Fig. 6b). In leucocytes, miR-30b-3p recorded a relatively higher expression in forage-based feeding in comparison to plasma (Fig. 7b). Bta-miR-12034 (Figs. 6c and 7c) only showed a tendency for differential expression between HG1 and HG3 (*P* = 0.10). For miR-11982 (Fig. 6d), we identified a tendency for higher expression in HG3 with (*P* = 0.09) (Fig. 7d). Bta-miR-1306 (Fig. 6e) had a relative high expression in forage-based feeding, with a greater expression in HG1 (*P* = 0.03). The expression of miR-1306 was higher in forage-based feeding than in HG feeding (Fig. 7e). Bta-miR-1388-5p (Fig. 6f) had no significant differential expression, but a tendency towards lower expression with HG feeding and in leucocytes (*P* = 0.10) (Fig. 7f). Bta-miR-1388-5p had a higher expression after HG3 (3 weeks of high grain feeding).

**Fig. 6:**
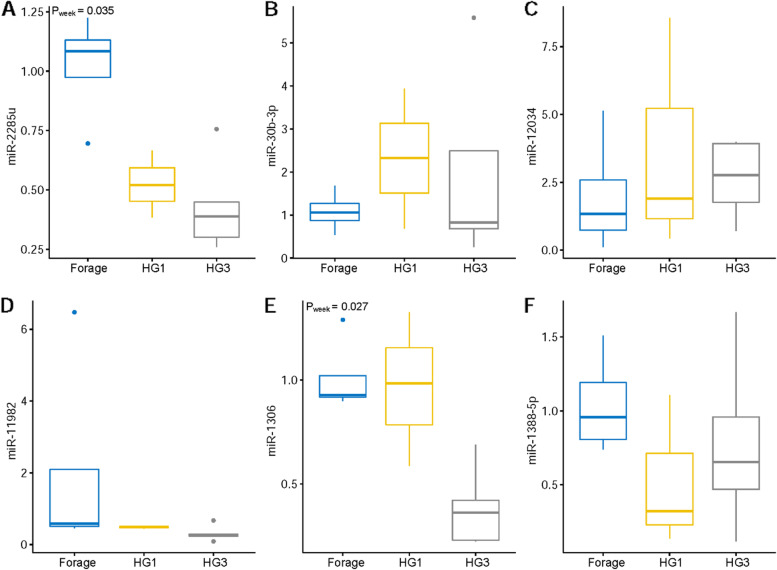
RT-qPCR validation of selected miRNAs as potential biomarker candidates in plasma. The miRNAs were selected based on NGS results (**A**) miR-2285u for high read counts, (**B**) miR-30b-3p for high expression with HG, (**C**) miR-12034 for up-regulation with HG, (**D**) miR-11982 for for high read counts, (**E**) miR-1306 for down-regulation with HG, (**F**) miR-1388-5p for up-regulation with HG. MiR-103 and miR-107 were used as internal standard for normalization. HG1 = First week of high-grain feeding, HG3 = Third week of high-grain feeding

**Fig. 7:**
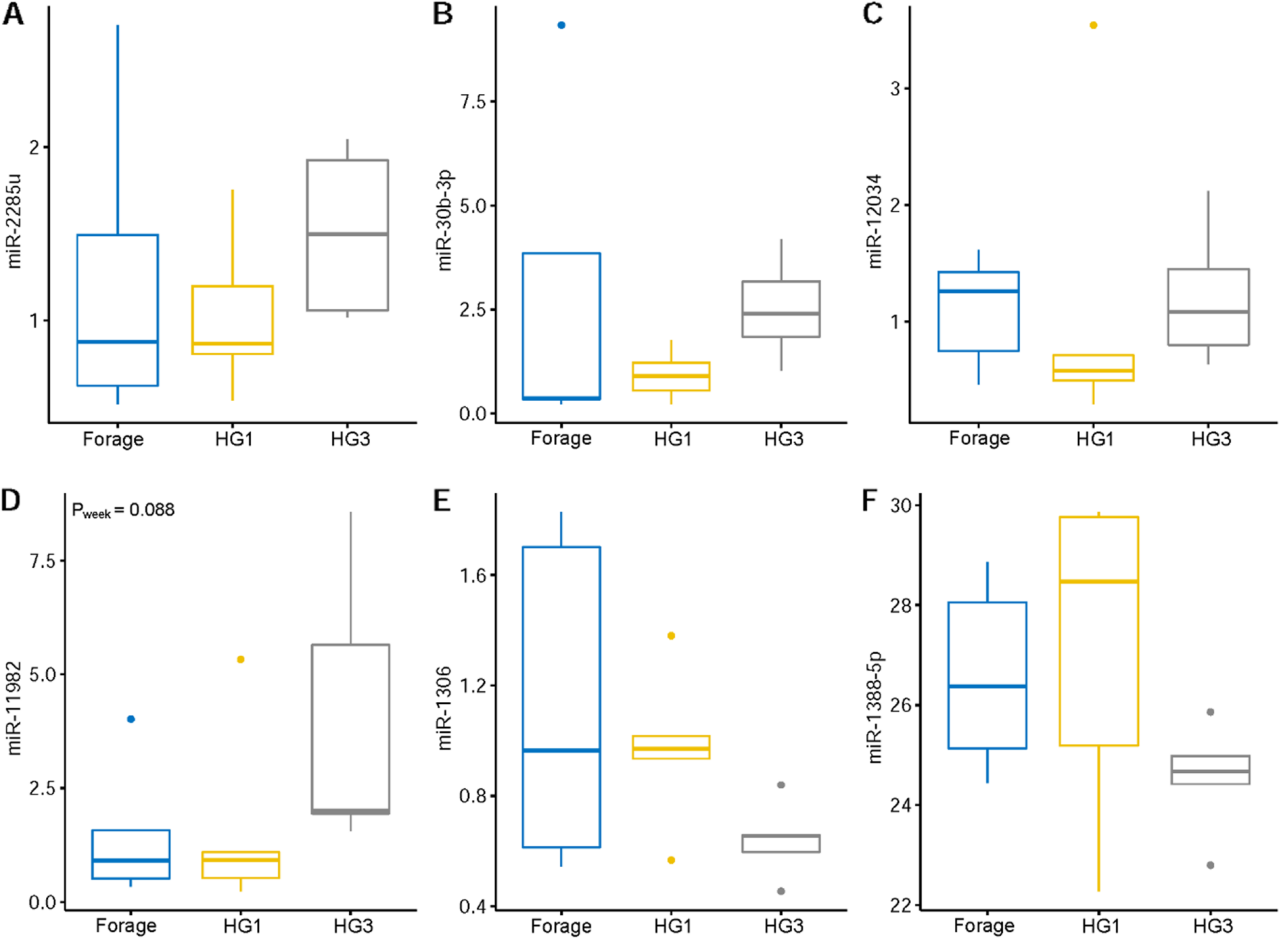
RT-qPCR validation of selected miRNAs as potential candidate biomarkers in leucocytes. Targets were selected based on their expression in plasma and are the same as in Fig. 6. MiR-103 and miR-107 were used as internal standard for normalization of all expression levels. HG1 = First week of high-grain feeding, HG3 = Third week of high-grain feeding

To further understand the significance of our results in plasma, we compared the expression profile of miRNAs in plasma to the expression profile of miRNAs in rumen papillae from the same cows, which were sampled for a companion paper [40]. In total, we identified 673 miRNAs in papillae and 520 miRNAs in plasma. There were 487 miRNAs shared between rumen papillae and blood plasma, accounting for 69% of all miRNAs. 186 miRNAs were found to be expressed only in papillae, while 33 miRNAs were found to be expressed exclusively in plasma (Fig. 8). The top 25 miRNAs were shared in blood plasma and rumen papillae. MiR-21-5p, miR-27b, let-7f, and let-7a-5p were among the top ten most expressed miRNAs in our list (Table1).

**Fig. 8:**
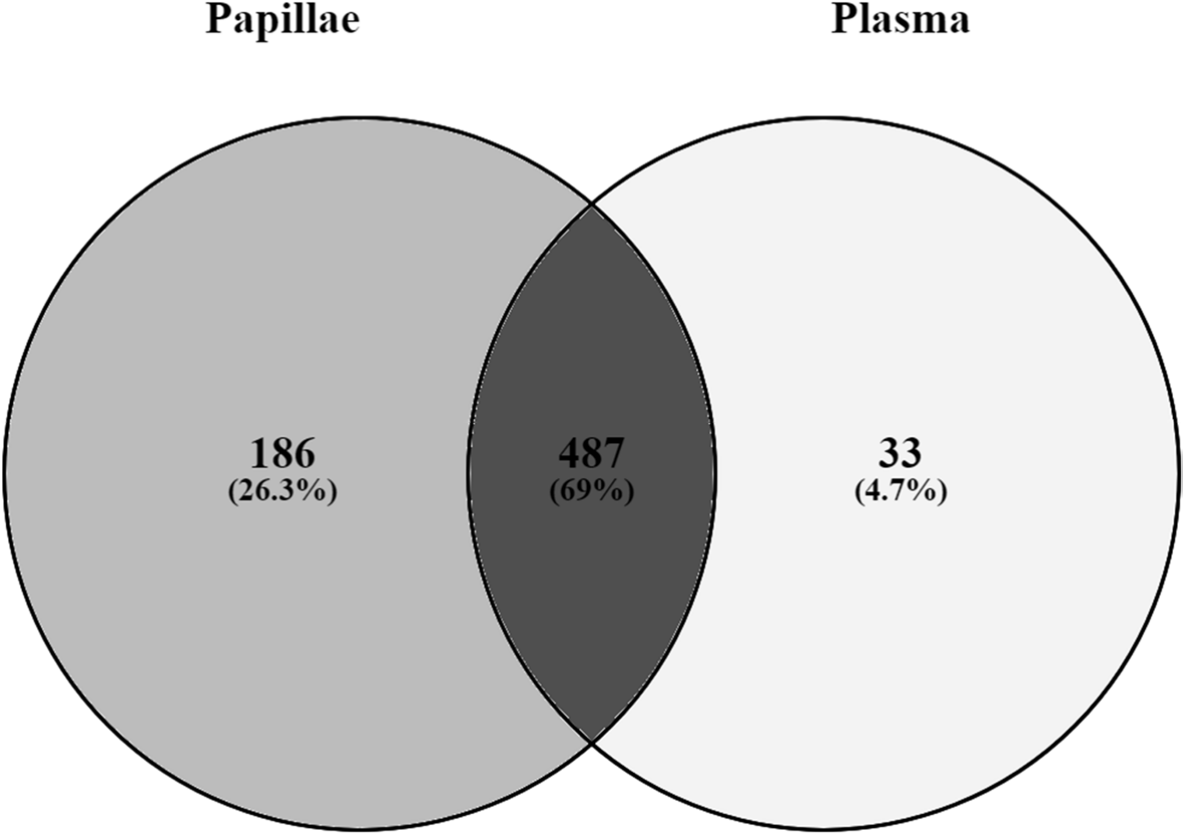
Venn diagram of miRNAs in papillae and plasma. 86 miRNAs were exclusively expressed in papillae while 33 miRNAs were exclusively expressed in plasma and a total of 487 miRNAs were shared between papillae and plasma

The miRNAs miR-2285u, miR-30b-3p, miR-12034, miR-11982, and miR-1306 that were chosen for in-depth analysis in plasma were also found to be expressed in papillae.

## Discussion

SARA has been investigated extensively in cattle, but viable systemic biomarkers have yet to be discovered. In our study, SARA was experimentally induced by feeding a HG diet. The aim of this study was to perform a systematic identification of miRNA profiles within blood (plasma and leucocytes), with the goal of evaluating them as possible candidate biomarkers in cows exposed to SARA.

The SARA is typically considered a metabolic disorder occurring within the rumen. This condition induces changes in the rumen microbiota and epithelium, increasing the leakage of microbial-derived toxins into the systemic circulation which in turn induce systemic inflammation, mainly via TLR-4/CD14-pathway [60]. The rumen epithelium is recognized to have a significant role in both metabolism and uptake of digested nutrients that are transported to peripheral tissues through the blood. Some evidence suggests that the process involves in impairment of the rumen epithelium's barrier function as a result of high luminal osmolality, which can result in swelling and rupture of ruminal papillae after feeding HG based diets, despite the lack of a complete understanding of the mechanisms behind endotoxin translocation through stratified squamous epithelium [25]. Pathogens and dietary constraints both have the ability to impact the amount of intestinal endotoxins, hence endotoxin translocation via the gut is likely present. These challenges could lead to a considerable rise in intestinal endotoxin burden, which is already known to occur in ruminants during sub-acute ruminal acidosis [41]. Subacute ruminal acidosis has been linked to local inflammation events, and it is possible that local inflammation might open the way for larger dietary or microbe-derived molecules to freely diffuse through disrupted epithelial junctions of the rumen epithelium [37]. As a result, it's possible that the activation of an inflammatory cascade in the rumen epithelium during SARA leads to functional and structural changes like endocytosis of cell junctional proteins, epithelial apoptosis, and activation of myosin light chain kinase phosphorylation, which can lead to cytoskeletal contractions and increased permeability, as seen in inflamed intestinal tissues [60].

In our pilot study, when cows were fed a HG diet, there were more circulating miRNAs, with 63 miRNAs exclusively expressed with the HG diet. The HG diet had a considerable influence (*P* = 0.04) on miR-2285u expression (Fig. 6a). MiRNA bta-miR-2285 variants could be employed as a candidate biomarker for rumen health in cattle. Sun and colleagues discovered six rumen-specific miRNAs in their research: bta-miR-2285 s, bta-miR-6527, bta-miR-1434-3p, bta-miR-2387, bta-miR-2344, and bta-miR-615 [51]. They also labelled the bta-miR-2285 mutation as rumen-related, suggesting that the miRNAs discovered in this study could be potentially used as biomarker. With 6100 targeted transcripts, bta-miR-2285u was also recognized as an excellent candidate to serve as biomarker for SARA from our list of prospective candidate biomarkers. 

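In the authors' tables 23 names of the bta-miR-2285 family were present in plasma and 60 in leucocytes. A plasma library held between 11 and 16 of them on FD and between 14 and 20 on HG. Together they took 0.197% ± 0.0593 (SD, n = 4) of the plasma reads on FD and 0.158% ± 0.0391 on HG. The paired difference in plasma, -0.0399 ± 0.0476 percentage points (SD, n = 4 cows, higher in 1 of 4), was smaller than the spread between cows (exact sign-flip permutation test, two-sided, p = 0.25). In leucocytes they took 0.241% ± 0.0266 (SD, n = 3) on FD and 0.266% ± 0.0433 on HG. The paired difference there was 0.0245 ± 0.0236 percentage points (SD, n = 3 cows), higher in 3 of 3. The exact two-sided sign-flip permutation test gave p = 0.25, the smallest for 3 cows. With all names of the library files included, there were 28 members in plasma and 81 in leucocytes.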

In our cow model, we observed 23 mutations of bta-miR-2285 in blood plasma, 60 mutations of bta-miR-2285 in leucocytes and 47 mutations of bta-miR-2285 in rumen papillae samples. We discovered that the miRNAs selected for further investigation were also found in papillae, implying that they could be secreted into the bloodstream from the ruminal epithelium. Circulating miRNAs could be released from cells into the blood or any other body fluid in either an active (secretion) or passive (membrane leaking) way [9, 28, 30]. A great deal of interest generated by circulating miRNAs relates to their involvement in the regulation of molecular pathways of recipient cells and their exceptional potential as easily accessible biomarkers of diseases and disorders [48]. MiR-2285 was found to be highly expressed in HG3, suggesting an association with SARA and therefore with stressful conditions for the rumen. This result is consistent with our companion paper, which showed that our model was effective in inducing SARA where the cows experienced severe SARA, as indicated by increased in time spent with a pH below 5.8 [45].

Muroya and colleagues showed that grazing on pasture affected the plasma miRNAs compared to grain-feeding in Japanese black cattle. In particular, they found bta-miR-30b-5p to be highly expressed in plasma of cattle given a high-grain diet as compared to grazing cattle [39]. 

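In plasma bta-miR-30b-3p (chromosome 14 of UMD3.1, 8084775 to 8084795) had 0 reads in all FD libraries and 240, 3, 5 and 116 reads in the HG libraries of cows 1 to 4. Its mean HG level was 32.9 ± 37.1 CPM (SD, n = 4), 8.26-fold higher than 3 reads in every FD library would give, with an edgeR adjusted p of 0.452. This ratio is not a lower limit. It leaves out the spread between the HG libraries, and single reads, which no library lists, could raise the FD limit. The 240 reads of cow 1 came from 3 distinct sequences and the 116 reads of cow 4 from 2.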

We identified bta-miR-30b-3p (Fig. 6b) with a higher relative expression in high grain diet than in the forage-based diet, both via NGS and small RNA RT-qPCR. Therefore, we believe that bta-miR-30b-3p could be linked to high grain feeding and subsequently to SARA. Hence, bta-miR-30b-3p is an incredibly viable candidate to serve as a candidate biomarker for rumen health in cows at risk of developing SARA. It targets 4313 transcripts which implies that miR-30b-3p plays a crucial role in post-transcriptional regulation. There are several immune related genes targeted, such as *CD28*, which has 4 different suggested seed regions. CD28 is a T-cell co-receptor which leads to IL-6 production. Another target of miR-30b-3p is *CD160*, which is targeted by 3 sites. CD160 is a glycoprotein which is expressed on peripheral blood NK cells and CD8 T -lymphocytes with cytolytic effector activity (Table 3) [54]. Immunoglobulin superfamily member 6 (*IGSF6*), molecule like family member G (*CD300LG*), and sialomucin core protein 24 (*CD164*) were all linked to genes involved in immune response and had seed regions of 1, 2, 2, respectively. *CD164* encodes transmembrane sialomucin and cell adhesion molecule that regulates the proliferation, adhesion, and migration of hematopoietic progenitor cells. The encoded protein affects muscle organ development by interacting with the C-X-C chemokine receptor type 4 [5]. Summarizing our findings, we believe that the expression of bta-miR-30b-3p in plasma could be linked to the metabolic state of the cows.

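The plasma reads of bta-miR-1388-5p (chromosome 13 of UMD3.1, 54375944 to 54375964) were 265, 47, 9 and 272 on HG in cows 1 to 4, and 2 on FD, all in cow 2. Its level was higher on HG in 4 of 4 cows. The mean HG level of 61.7 ± 42.6 CPM (SD, n = 4) was 15.5-fold higher than 3 reads in every FD library would give. The limit of 3 reads is set for counts of 0, so with 2 reads in cow 2 this ratio is not a lower limit. The 272 reads of cow 4 came from 3 distinct sequences.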

In our study, also miR-1388-5p was identified among the list of the 12 differentially expressed (DE) miRNAs in plasma for forage against HG diets with a read count of 595 and therefore was further analysed. In a previous study by Wang and colleagues, miR-1388-5p was identified as one of the 25 core differentially expressed miRNAs in relation to the formation of the mammary gland development and the differentiation of epithelial cell terminals during lactation compared to non-lactation [57]. With two separate seed areas, bta-miR-1388-5p targets 2715 transcript with diverse immune related genes targeted, such as *CD84*, which contributes to the adaptive immune response. With seed regions of 1 each, *CD86* and *CD300LB* are also involved in adaptive immune response (Table 3) [54]. Therefore, miR-1388-5p was also considered as a potential candidate biomarker of SARA but could not be confirmed by small RNA RT-qPCR. Bta-miR-11982 (Fig. 6d) shows a lower expression during the forage feeding with a lower expression after HG3. Bta-miR-11982 (Fig. 7d) indicates a higher expression in HG3 diets with a p-value of 0.088. We were unable to confirm a regulation of bta-miR-12034 using RT-qPCR after feeding high-grain diets (Figs. 6c and 7c).

In a previous study of our group, we examined the effects of a high-grain diet on miRNA and mRNA expression of ruminal epithelial tissue [40]. We discovered miR-21-5p, miR-27b, let-7a-5p, let-7f, and miR-205 in the rumen papillae of cows, which were also found in the blood of cows in a previous study [23]. This is in line with the findings of the current study, in which we found that bta-miR-21-5p, bta-let-7f, and bta-let-7a-5p, as well as bta-miR-143 and bta-miR-26a, were among the 25 most expressed miRNAs in both plasma and papillae. Although they showed high read counts in plasma, they were not DE between forage and high-grain, therefore we did not analyse them further to determine their suitability as candidate biomarkers. These highly abundant miRNAs found in rumen papillae, plasma, and leucocytes in both feeding regimes in our study have previously been linked to immunity and environmental stress sensing in cows, bovine skeletal muscle development, connective tissue cell differentiation, and glucose and lipid metabolism regulation in mice, demonstrating their biological relevance in tissue development and immunity [19, 32, 38, 62].

In cattle, Ioannidis and Donadeu looked for possible biomarkers of tissue-function in plasma and blood cells and discovered 5 miRNAs (miR-486, miR-142-5p, miR-191, miR-92a, and miR-30e-5p) that are shared between plasma and blood cells [23]. Bovine miR-486, miR-92a, and miR-143 were also identified in our study from the list of the most expressed and shared miRNAs in plasma and leucocytes. Although, we found in our study that the top three most represented miRNAs, miR-451, miR-21-5p, and hsa-miR-451a, were the same in both plasma and leucocytes. During forage-based feeding, read counts were often low, however, some cows in our study on the FD had a higher read count than the rest. This could be related to the cows' specific genetic variations. Limitations of our pilot study are the relatively small sample size of four animals per analysed group. Therefore, there is the need for more research in affected cow herds to demonstrate that the expression of these miRNAs is constantly associated to cows that are suffering from SARA.

## Conclusion

The results of our pilot study demonstrate that dietary modifications affect the release and expression of miRNAs in systemic circulation, potentially influencing post-transcriptional gene expression in SARA-affected cows. MicroRNA bta-miR-30-3p was identified and selected to be a top candidate to serve as a biomarker for SARA.. Additionally, the mutation of bta-miR-2285 were also differentially expressed between the forage based diet and the SARA inducing high-grain diet, suggesting that they could be candidate biomarker for rumen health. Therefore, microRNAs bta-miR-30b-3p and bta-miR-2285u appear to be promising candidates and should be investigated further.

## Methods

### Cows and diet-induced SARA model

The cows used in this research are a subset from a larger experiment conducted at the research and training farm of the University of Veterinary Medicine Vienna, Austria and published by Rivera-Chacon et al. [45]. The study was approved by the Institutional Ethics and Animal Welfare Committee of the University of Veterinary Medicine Vienna and the Austrian national authority according to the law for animal experiments (protocol number: BMNWF-68.205/0003-V/3b/2019) and conducted in compliance with ARRIVE guidelines. In brief, we used four ruminal-cannulated non-lactating Holstein cows (average age of 11.30 ± 2.29 years, body weight of 909.75 ± 98.17 kg). Cows were fed first a diet of 100% forage and were transitioned after one week of adaptation to a 65% high-grain (HG) diet to induce SARA. Details of the diet composition and feeding protocol are given in [45]. The presence of SARA was confirmed using a ruminal pH threshold of 5.8 for an average duration of 320 min/d [59], whereby the ruminal pH was monitored every 15 min via Lethbridge Research Centre Ruminal pH Measurement System (LRCpH,Dascor Inc., CA, USA) [45]. After the study, cows were released on pasture at the research and training farm of the University of Veterinary Medicine Vienna.

### Blood sampling

Blood samples were collected in EDTA-coated tubes (Becton Dickinson, USA) from the jugular vein before the morning meal. To examine miRNA expression profiles, blood samples were obtained and analysed during forage feeding and at week one of the HG feeding (HG1). For validation of NGS results and further analysis additional blood samples from the same cows were obtained at week three of HG feeding (HG3).

Blood samples were centrifuged at 2,000 × g for 15 min at 4 °C to obtain 3 layers: pellet, buffy coat, and plasma. The buffy coat was utilized to evaluate cellular miRNA expression in leucocytes. To obtain cell-free plasma, the supernatant (plasma) was centrifuged a second time at 800 × g for 15 min at 4 °C. The cell-free plasma was employed to analyse free circulating miRNAs. All samples were stored at -80 °C until further processing.

### Total RNA Isolation

Total RNA from 400 µl plasma sample was extracted using NucleoSpin Plasma miRNA Kit (Macherey–Nagel, Germany) following the manufacturer´s protocol for isolation of small and large RNAs. Total RNA from leucocyte pellets was conducted using NucleoSpin miRNA kit from Macherey–Nagel taking 200 µl of each pellet sample as starting material. The RNA was eluted using 50 µl of RNase-free water. All samples were frozen and stored at -80 °C. Quality control was performed using a chip for small RNAs (Agilent, California, USA) in a Bioanalyzer instrument (Agilent 2100 Bioanalyzer, California, USA). The RNA concentration and wavelength peak were determined using a DeNovix spectrometer.

### Small RNA sequencing

The NEXTflex Small RNA-Seq Kit (Bioo Scientific) was used to prepare small RNA libraries from each matrix, which were then sequenced on an Illumina NovaSeq 6000 utilizing a 50-base single-end sequencing method by CeGaT GmbH (Tübingen). Illumina bcl2fastq (2.20) was used to demultiplex the sequencing reads, and Skewer was used to trim the adapters (version 0.2.2). Demultiplexed reads were analysed using sRNAbench [1] and reads with an average PHRED score below 20 were discarded. To identify bovine (bta) miRNAs and human (hsa) miRNA homologues, the analysis was run in genome mode with the cow genome (UMD3 1 mp) and miRBase 22 as a reference. Reads below 15 nucleotides were discarded before mapping and were not included in further analyses. Bowtie was used to map sequence reads against the miRNA library allowing two nucleotide mismatches. Data on raw sequencing can be found in the GEO database (GSE198854).

### Differential expression analysis of miRNAs and predictions of DEmiRNAs Target

Differential expression of miRNAs were calculated with DESeq2 [36] (version 1.30.1), using the model: Y = cow + diet. The DE miRNAs and genes were identified using the Wald test and by computing the appropriate contrasts. Differences in expression were considered significant at a Benjamini and Hochberg [2] corrected *P* ˂ 0.05. Differentially expressed (DE) miRNAs were defined as microRNAs with an adjusted *p* ≤ 0.05 and a |log2 (fold change) |≥ 1. TargetScan [53] and miRBase [13] were used to predict DE miRNA target genes based on miRNA sequences.

The heatmaps with hierarchical clustering were created using ggplot [58] in R [43], based on normalized counts of miRNAs from DESeq2 [36] (version 1.30.1), and the principal component analysis (PCA) plot was likewise visualized and adjusted using DESEq2 [36] (version 1.30.1) and ggplot [58] packages.

### Quantification of selected miRNAs by RT-qPCR

Quantification of selected DE miRNA was done by a poly-A-technique according to the manufacturer’s protocol (miRNA 1st-Strand cDNA Synthesis Kit, Agilent Technologies). Therefore, 112 ng of total RNA was polyadenylated for 30 min at 37 °C using the 5 × Poly A Polymerase buffer, 10 mM of rATP and *E.coli* Polymerase A (2U/µL) and then terminated by 95 °C for 5 min in a total volume of 10 µL. In a second step, 10 µL of the elongated miRNA was reverse transcribed using the 10 × AffinityScript RT buffer, 10 µM of RT Adapter primer, 100 mM of dNTP mix and the AffinityScript RT/RNAse block enzyme mixture in a 20 µL volume. After incubation for 5 min at 55 °C and 15 min at 25 °C, reverse transcription (RT) was carried out at 42 °C for 30 min. Heating step at 95 °C for 5 min led to the inactivation of RT. Following reverse transcription, RT-qPCR was performed on a ViiA 7 Real-Time PCR System (Thermo Fisher Scientific, Waltham, USA) with three technical replicates per sample using 6.25 µL of 2 × miRNA QPCR Master Mix (Agilent Technologies), 0.5 µL of Universal Reverse Primer (3.125 µM, Agilent Technologies), 0.5 µL of specific small RNA primers (3.125 µM) and 3.5 ng of template in a total volume of 12.5 µL. Small RNA primers for the RT-qPCR were designed based on the sequence information from miRBase (Table 5). The amplification program consisted of the initial denaturation step at 95 °C for 10 min, followed by 45 cycles of 95 °C for 10 s, primer annealing at the optimal temperature for each specific primer (Table 5), and elongation at 72 °C for 30 s. Melting curve analysis was carried out for the specificity of the PCR amplification. Each qPCR assay was performed using negative template control and RT minus controls. MiR-103 (5’-AGCAGCATTGTACAGGGCTATGA-3’) and miR-107 (5’-CAAAGTGCTTACAGTGCAGGTAG-3’) served as reference miRNAs [55]. Their stable expression in bovine plasma and blood leukocytes were checked. Relative expression was calculated by the ΔΔCT-method [35] and has been described in detail, previously [27]. In short, different RNA content of the individual samples was corrected by the geometric mean of the CT values from the reference miRNAs (ΔCT). The miRNA expression was calculated relative to the individual values per each cow on the forage-based diet as baseline feeding (ΔΔCT). The results are shown as mean of the relative expression 2^−ddCT^. Overall effects were checked by ANOVA in R. Group differences were calculated by a Kruskal–Wallis test and were considered significant with *P* < 0.05.

**Table 5:** Selected miRNA primers for qPCR

**Targets**	**Annealing temperature**
F-mir-11982:TTCGGCGCCACCACCCTGCGGGT (23 bp)	60
F-mir-1388-5p: AGGACTGTCCAACCTGAGAAT (21 bp)	58
F-mir-12034: CCCCGGGGAGCCCGGCGGT (19 bp)	57.5
F-mir-2285u: GAAAAACCCGAACGAACTTT (20 bp)	57.5
F2-mir-30b-3p: TTCATTTGTAGGTGGAGGGTC (21 bp)	57.5
F-mir-1306: CCACCTCCCCTGCAAACGTCC (21 bp)	60

## Supplementary Information

**Additional file 1: Supplementary Table 1**. 25 Differentially expressed (DE) miRNAs in leucocytes (FDR < 0.05).

**Additional file 2: Supplementary Table 2**. 63 miRNAs expressed in every cow fed a high grain diet but not in each cow on a forage-based diet are listed below, along with their read counts (rpm) in plasma.

**Additional file 3: Supplementary Table 3**. 34 miRNAs expressed in every cow fed a high grain diet but not in each cow on a forage-based diet are listed below, along with their read counts (rpm) in leucocytes.

## Data Availability

This published manuscript, its additional information files, and publicly accessible repositories contain all data created or analysed during this investigation. The raw fastq files of the sequence data were submitted to the NCBI Gene Expression Omnibus (GEO) repository under the accession number GSE198854.

## Abbreviations

3’-UTR: 3’ Untranslated region
bp: Base pairs
Ca: Calcium
Cl: Chloride
Ct: Cycle threshold
DMI: Dry matter intake
FD: Forage based diet
HG: High grain diet
K: Potassium
LBP: Lipopolysaccharide-binding protein
LPS: Lipopolysaccharide
miRNAs: MicroRNAs
Na: Sodium
PCA: Principal component analysis
rpm: Reads per million
SARA: Subacute rumen acidosis
SCFA: Short chain fatty acids

# Supplementary material for: Evaluation of circulating microRNA profiles in blood as potential candidate biomarkers in a subacute ruminal acidosis cow model - a pilot study
**Source:** BMC Genomics. 2023 Jun 16;24:333. doi: 10.1186/s12864-023-09433-y
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Table 1. 25 Differentially expressed (DE) miRNAs in leucocytes (FDR < 0.05).

**Supplement**

**Supplementary Table 1**: 25 Differentially expressed (DE) miRNAs in leucocytes (FDR < 0.05)

| **miRNA** | **baseMean** | **log_2_FoldChange** | **lfcSE** | **stat** | **pvalue** | **padj** |
| --- | --- | --- | --- | --- | --- | --- |
| hsa-miR-374a-5p | 19431 | -0.93936 | 0.150218 | -6.2533 | 4.02E-10 | 9.38E-08 |
| bta-miR-374a | 19431 | -0.93936 | 0.150218 | -6.2533 | 4.02E-10 | 9.38E-08 |
| bta-miR-3613a | 3045.902 | -1.01637 | 0.169161 | -6.0083 | 1.87E-09 | 2.92E-07 |
| bta-miR-146a | 50333.9 | -0.83635 | 0.155403 | -5.3818 | 7.37E-08 | 8.61E-06 |
| bta-miR-32 | 35648.89 | -0.78323 | 0.160148 | -4.89069 | 1.00E-06 | 9.38E-05 |
| hsa-miR-374b-3p | 536.3687 | -0.97482 | 0.225921 | -4.31486 | 1.60E-05 | 0.001243 |
| bta-miR-27a-3p | 78091.04 | -0.6445 | 0.151523 | -4.2535 | 2.10E-05 | 0.001404 |
| bta-miR-10225a | 95.27181 | 1.74033 | 0.414619 | 4.197419 | 2.70E-05 | 0.001576 |
| bta-miR-2285bf | 9382.906 | -0.65978 | 0.162768 | -4.0535 | 5.05E-05 | 0.002618 |
| bta-miR-29b | 5604.186 | -0.58221 | 0.15176 | -3.83635 | 0.000125 | 0.005302 |
| hsa-miR-29b-3p | 5604.186 | -0.58221 | 0.15176 | -3.83635 | 0.000125 | 0.005302 |
| bta-let-7b | 40551.81 | 0.545145 | 0.14826 | 3.67694 | 0.000236 | 0.007463 |
| has-let-7b-5p | 40551.81 | 0.545145 | 0.14826 | 3.67694 | 0.000236 | 0.007463 |
| bta-miR-135b | 335.01 | -0.9016 | 0.242803 | -3.7133 | 0.000205 | 0.007463 |
| bta-miR-142-3p | 36886.9 | -0.60871 | 0.165724 | -3.67302 | 0.00024 | 0.007463 |
| bta-miR-423-5p | 23861.88 | 0.505339 | 0.143734 | 3.515784 | 0.000438 | 0.012797 |
| bta-miR-484 | 31280.37 | 0.503897 | 0.147199 | 3.423237 | 0.000619 | 0.016999 |
| bta-miR-143 | 44604.85 | -0.56784 | 0.171302 | -3.31486 | 0.000917 | 0.023788 |
| bta-miR-10a | 8442.928 | -0.5195 | 0.159838 | -3.25016 | 0.001153 | 0.028349 |
| bta-miR-147 | 320.5609 | -0.93074 | 0.291552 | -3.19238 | 0.001411 | 0.032948 |
| bta-miR-22-3p | 95129.39 | -0.4513 | 0.142415 | -3.16887 | 0.00153 | 0.034032 |
| bta-miR-195 | 990.3367 | -0.56435 | 0.179876 | -3.13742 | 0.001704 | 0.03618 |
| bta-miR-29c | 9977.337 | -0.44058 | 0.146236 | -3.01281 | 0.002588 | 0.048352 |
| hsa-miR-29c-3p | 9977.337 | -0.44058 | 0.146236 | -3.01281 | 0.002588 | 0.048352 |
| bta-miR-24-3p | 146896.6 | -0.4251 | 0.14054 | -3.02476 | 0.002488 | 0.048352 |

# Supplementary material for: Evaluation of circulating microRNA profiles in blood as potential candidate biomarkers in a subacute ruminal acidosis cow model - a pilot study
**Source:** BMC Genomics. 2023 Jun 16;24:333. doi: 10.1186/s12864-023-09433-y
**Supplement:** Supplementary file 2 — Additional file 2: Supplementary Table 2. 63 miRNAs expressed in every cow fed a high grain diet but not in each cow on a forage-based diet are listed below, along with their read counts (rpm) in plasma.

**Supplementary Table 2**: 63 miRNAs expressed in every cow fed a high grain diet but not in each cow on a forage-based diet are listed below, along with their read counts (rpm) in plasma.

# Supplementary material for: Evaluation of circulating microRNA profiles in blood as potential candidate biomarkers in a subacute ruminal acidosis cow model - a pilot study
**Source:** BMC Genomics. 2023 Jun 16;24:333. doi: 10.1186/s12864-023-09433-y
**Supplement:** Supplementary file 3 — Additional file 3: Supplementary Table 3. 34 miRNAs expressed in every cow fed a high grain diet but not in each cow on a forage-based diet are listed below, along with their read counts (rpm) in leucocytes.

**Supplementary Table 3**: 34 miRNAs expressed in every cow fed a high grain diet but not in each cow on a forage-based diet are listed below, along with their read counts (rpm) in leucocytes.

| **Leucocytes** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| **microRNA** | **1** | **3** | **4** | **1** | **3** | **4** |
|  | **Forage** | | | **High grain** | | |
| bta-miR-10179-5p | 0 | 18 | 3 | 3 | 16 | 12 |
| bta-miR-11994 | 74 | 79 | 0 | 70 | 54 | 27 |
| bta-miR-12064 | 15 | 8 | 0 | 9 | 15 | 3 |
| bta-miR-1434-5p | 4 | 23 | 0 | 2 | 11 | 5 |
| bta-miR-1814c | 13 | 10 | 0 | 17 | 24 | 6 |
| bta-miR-1949 | 12 | 14 | 0 | 16 | 22 | 13 |
| bta-miR-219 | 20 | 47 | 0 | 23 | 13 | 9 |
| bta-miR-219b-3p | 49 | 35 | 0 | 28 | 31 | 16 |
| bta-miR-2284e | 16 | 12 | 0 | 7 | 10 | 6 |
| bta-miR-2284p | 58 | 23 | 0 | 36 | 43 | 26 |
| bta-miR-2285ab | 30 | 28 | 0 | 17 | 5 | 4 |
| bta-miR-2285be | 9 | 16 | 0 | 4 | 4 | 2 |
| bta-miR-2285bl | 25 | 57 | 0 | 17 | 13 | 7 |
| bta-miR-2285bs | 25 | 28 | 0 | 6 | 8 | 8 |
| bta-miR-2285cj | 32 | 32 | 0 | 29 | 12 | 7 |
| bta-miR-2285x | 16 | 14 | 0 | 2 | 7 | 4 |
| bta-miR-2289 | 2 | 10 | 0 | 9 | 4 | 6 |
| bta-miR-2300a-5p | 13 | 6 | 0 | 9 | 16 | 5 |
| bta-miR-2310 | 13 | 10 | 0 | 17 | 24 | 6 |
| bta-miR-2311 | 16 | 12 | 0 | 16 | 5 | 5 |
| bta-miR-2370-3p | 6 | 17 | 0 | 13 | 11 | 19 |
| bta-miR-2415-5p | 21 | 13 | 0 | 8 | 11 | 2 |
| bta-miR-2425-3p | 17 | 0 | 14 | 19 | 4 | 50 |
| bta-miR-2463 | 24 | 5 | 0 | 30 | 12 | 12 |
| bta-miR-2469 | 2 | 13 | 0 | 4 | 2 | 2 |
| bta-miR-29e | 15 | 26 | 0 | 7 | 3 | 2 |
| bta-miR-383 | 22 | 29 | 0 | 12 | 5 | 11 |
| bta-miR-545-5p | 51 | 48 | 0 | 30 | 15 | 3 |
| bta-miR-6533 | 17 | 5 | 0 | 17 | 9 | 3 |
| bta-miR-7862 | 0 | 2 | 0 | 12 | 5 | 2 |
| bta-miR-940 | 7 | 0 | 0 | 10 | 3 | 6 |
| hsa-miR-193b-5p | 7 | 5 | 0 | 11 | 13 | 2 |
| hsa-miR-363-5p | 2 | 7 | 0 | 5 | 13 | 5 |

How the deposited data were processed for this re-analysis (not part of the article)

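Small RNA libraries of plasma (8 libraries, cows 1 to 4) and leucocytes (6 libraries, cows 1, 3 and 4) on the forage diet (FD) and in week 1 of the high-grain diet (HG) were used. The paper gives the libraries as demultiplexed with bcl2fastq 2.20, trimmed with Skewer 0.2.2 and assigned with sRNAbench to bovine and human names of miRBase 22. The deposited library files give read counts, in which a read that matches several names counts in full at each, the number of distinct read sequences, and estimated counts (expected counts, divided among the names a read maps to). The scaled reads in these files served only to recover the number of reads behind each library. The authors also deposited tables of signal, which were checked to be the rounded estimated counts divided by a size factor for each library, for 520 plasma and 730 leucocyte names, all with at least 10 reads in a library. Plasma libraries were paired by cow from the order of their labels, and the pairing was checked against Supplementary Table 2, which numbers the cows under each diet and where 504 of 504 values equal the read counts. The profiles themselves do not show this pairing in plasma, where correlations between the diets were -0.215 to 0.149 within cows and -0.263 to 0.346 between cows, so the paired plasma values rest on the authors' numbering. In leucocytes they were 0.267 to 0.388 within and -0.356 to 0.0778 between cows. In Supplementary Table 3, which lists 33 names, 198 of 198 values did.

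Detection used the undivided read counts, with at least 2 reads per library. The smallest count in the library files is 2, so a minimum of 1 read, also set as an alternative, could not change any result. Comparisons of detection and of marker lists between diets were paired by cow and tested with exact two-sided sign-flip permutation tests, whose smallest p is 0.13 for 4 cows and 0.25 for 3. Libraries were also reduced at random to the smallest library (100 draws). A count of 0 was taken to allow up to 3 counts, which is 0.672 to 7.97 reads per 1e6 reads in plasma and 0.0454 to 0.138 in leucocytes.

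Differential expression was tested for each sample type with edgeR 4.0.16 (R 4.3.3; quasi-likelihood test with robust fitting, TMM normalization, cow plus diet, names with at least 10 reads in total) and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. The rounded estimated counts were used, since the authors' tables rest on them, although the plan named read counts, so the undivided read counts were tried as an alternative. The paper's own test, the DESeq2 Wald test, was run with DESeq2 1.42.0 as an alternative, where the paper names version 1.30.1. It was first run without the filter on low counts by mistake, and that version is kept as a further alternative. On simulated data of the same size, with a log2 fold change of 3 set in 200 plasma names, edgeR recovered 45.0% and DESeq2 67.0% of them, with 1.10% and 9.46% of the calls in unchanged names. With a log2 fold change of 1, edgeR recovered 0 of 199 in plasma and DESeq2 recovered 14, with 9 further calls in unchanged names. In leucocytes edgeR recovered 58.7% and DESeq2 49.5% at a log2 fold change of 1, and 90.5% and 86.5% at 3. The 200 plasma names were set among 530 tested, and each setting was a single draw without differences between cows. The recovered shares depend on these settings and need not hold for the real libraries.

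Principal components were computed from the 500 most variable names after the variance-stabilizing transformation. The miRNAs named are those in the paper's text and tables and, for each sample type, up to 5 rising and 5 falling names with the smallest adjusted p under 0.05 and the same direction in every cow. A list of 8 erythrocyte and a list of 6 leucocyte miRNAs were written before the files were read. Their planned measure in plasma was the log2 ratio of the list's summed reads to all other reads. The alternative set beforehand was the median log2 CPM of the list. In leucocytes the same measures were applied without having been planned there.

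The alternatives were DESeq2's test, size factors and library size for scaling, other filters, no block for cow, no robust fitting, names of identical counts taken once, other read minimums, equal depth, other transformations, and each cow left out in turn. RT-qPCR, rumen papillae and target prediction were not analysed here. Coordinates are those of the library files on UMD3.1.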

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

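Each measure was examined in groups of 4 plasma libraries for a library far from the other 3 of its group, and names outside the authors' tables were examined for reads. The test of isolated counts below was set before its result was seen, and the other tests in this part were chosen after the results were seen. Of 46 groups tested, 8 had a library apart. For continuous measures chance gives 1 in 20, or 2.3 groups, but this does not apply to 5 of the 8, in which the other 3 libraries were at 0 CPM and any value above 0 stands apart. The 17 miRNAs tested are named in the paper, which chose most of them on these same libraries.

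Several miRNAs had reads on FD in a single cow and 0 CPM in the other 3. These were bta-miR-1388-5p (2.17 CPM in cow 2), hsa-miR-23a-5p (152 CPM in cow 4), bta-miR-12034 (482 CPM in cow 2), bta-miR-2454-3p (633 CPM in cow 2) and bta-miR-2285u (53.4 CPM in cow 4). On HG the library of cow 4 was lower than the other 3 for bta-miR-6524 (21.6 CPM against 95.2 to 98.5) and bta-miR-2454-3p (11.5 CPM against 74.9 to 80.6). A candidate explanation for the high values in single libraries is that few template molecules were amplified. Over all names, 80 plasma counts in 65 names had at least 100 reads in a library while at most 3 reads were found in at least 4 plasma libraries. These counts came from a median of 2 distinct sequences, against 9 for equally high counts of names found in all plasma libraries, a median ratio of 0.182, and all 65 names lay below their matched counts. With names of identical plasma counts taken once, all of 59 did (exact sign test, two-sided, p = 3.47e-18, which is approximate because some of these names still share reads). Of the 80 counts, 37 were on FD and 43 on HG. This leaves open whether a difference between cows in these miRNAs adds to it, which was not tested. Of the FD values named above, the test of isolated counts covers those of bta-miR-12034 and bta-miR-2285u only. The FD values of bta-miR-1388-5p, hsa-miR-23a-5p and bta-miR-2454-3p are not covered by it, nor are the low values of cow 4 on HG. No explanation was tested for these values.

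On PC2 of plasma the FD library of cow 2 had a score of 16.6, against -4.90 to -1.44 for the other FD libraries. No technical or biological explanation was tested for this score.

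Outside the authors' tables, 122 names had reads in plasma, with at most 8 reads in a library. On average 21.3 ± 6.80 of them (SD, n = 4) were present per FD library and 52.8 ± 9.91 per HG library, a difference of 31.5 names that was positive in 4 of 4 cows (exact sign-flip permutation test, two-sided, p = 0.13, the smallest for 4 cows). For the names inside the authors' tables, sequencing depth as the whole cause is argued against by the difference of 57.14 names that stayed at equal depth, positive in 4 of 4 cows. For cow 1 alone that difference was 10.2 names. A candidate explanation is that FD libraries held fewer template molecules. The 284 names with at least 10 reads in every plasma library had more distinct sequences on HG in 4 of 4 cows, with a mean log2 difference of 0.56, although in cows 2 and 3 the HG library had fewer reads. Cow 1 carries much of this mean, which is 0.29 without it. Whether fewer templates on FD would come from the RNA obtained or from the diet cannot be separated by these libraries, and a biological effect of the diet stays open as untested.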

How the results depend on the processing

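The main choices and most alternatives were set before the data were examined. Chosen after seeing the data were DESeq2 without a filter or on the authors' names, undivided read counts and the authors' names for edgeR, all names or divided counts for detection, and bovine names only for the marker lists. Unless stated otherwise, the cause of a change was not tested.

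The plasma count of differentially expressed miRNAs was 0 under every edgeR alternative run and with each cow left out (from 34 to 87 miRNAs at an unadjusted p under 0.05 without a cow, and 55 with all cows, 43 higher and 12 lower, against 29 higher and 58 lower without cow 1). It was 12 with the DESeq2 Wald test, 12 without a filter and 12 on the authors' names. The leucocyte count of 15 became 25 with DESeq2, 28 with DESeq2 and no filter, 9 with DESeq2 size factors, 6 with at least 10 reads in at least 3 libraries, 7 with identical names taken once, 7 on the authors' names, 3 with an absolute log2 fold change of at least 1, and 0 without a block for cow (45 at an unadjusted p under 0.05). It ranged from 0 to 102 across the fits that each left out a cow: 8 without cow 1, 0 without cow 3 (24 at an unadjusted p under 0.05) and 102 without cow 4 (50 higher and 52 lower), among them all 15.

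In plasma, names in all cows on FD only numbered 1 to 2 with a cow left out and 5.14 at equal depth. The difference in names per library, 48.0, had p = 0.0286 in the exact permutation test without pairing by cow. In leucocytes, names in all cows on HG only ranged from 7 to 36 with a cow left out, 7 being without cow 4, and those on FD only were 33 with at least 5 reads, 32 with at least 10 and 30 with all names. The leucocyte difference per library of 1.67 reversed to -11 with at least 5 reads, -15 with at least 10, -4.67 with all names and -1 with divided counts, and ranged from -10.5 to 9 with a cow left out. At equal depth 93.07 names were in plasma only and 67.98 in leucocytes only.

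Without a block for cow the log2 fold changes of bta-miR-12034 (-1.23), bta-miR-2454-3p (-1.38) and bta-miR-11982 (-0.50) reversed. With a cow left out, bta-miR-11982 ranged from -0.72 to 2.91, with -0.42 without cow 3, and bta-miR-103 from -0.018 to 0.38. For bta-miR-107 in plasma the range was -1.20 to -0.23. For the named miRNAs, 244 other plasma comparisons stayed on their side of the threshold and 36 passed it, and in leucocytes 306 stayed, 49 passed it and 73 no longer did. Scaling by library size alone moved the median plasma log2 fold change by 0.42.

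The silhouette by diet ranged from -0.0336 to 0.12 in plasma and from -0.174 to 0.109 in leucocytes with a cow left out. The erythrocyte list ranged from -0.42 to 0.27 with a cow left out, 0.27 being without cow 1, and the leucocyte list reversed to -0.47 as the median of its members.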

Differences from the paper's values

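The paper reports 12 differentially expressed miRNAs in plasma, 10 up and 2 down, where edgeR gave 0, 0 up and 0 down, with 55 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, the DESeq2 Wald test, which is the test the paper names, gave 12, with 10 up and 2 down, all of them names of Table 2. The other alternatives, which all kept edgeR, did not close the gap. DESeq2 without a filter and DESeq2 on the authors' names, both chosen after seeing the values, also gave 12.

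For leucocytes the paper reports 25 miRNAs, 5 up and 20 down, where edgeR gave 15, with 3 up and 12 down. With the DESeq2 Wald test the numbers were 25, 5 and 20, all in Supplementary Table 1. With edgeR and no filter 17 miRNAs were called, 16 of them down, which is within 1.5 times the paper's 25 and 20, while 1 was up against the paper's 5. No other alternative set before the data were examined closed these gaps. DESeq2 without a filter gave 28 and DESeq2 on the authors' names 22, both chosen after seeing the values.

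Table 1 places hsa-miR-451a first and bta-miR-24-3p last of its plasma names. By mean share of the plasma read counts summed over all names, bta-miR-21-5p (6.40%) and bta-miR-24-3p (5.92%) were above hsa-miR-451a (5.83%). By reads summed over the libraries bta-miR-24-3p had the most (1684176). Table 1 does not list bta-miR-486 for plasma, where its share was 2.85%.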

Other observations

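The tests of the marker lists for haemolysis and carry-over of leucocytes were planned before their results were seen. For erythrocyte RNA in leucocytes the measure planned for plasma was applied, and the rule for reading it was written after the values were seen. The other tests in this part were chosen after the results were seen.

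Haemolysis was examined as an explanation for plasma miRNAs that are higher on HG. By the planned measure, the log2 ratio of the erythrocyte list to all other reads, the list changed by -0.14 ± 0.86 (SD, n = 4 cows; exact sign-flip permutation test, two-sided, p = 1). It rose in 3 of 4 cows, and by 0.27 without cow 1, so this measure does not decide. The alternative set beforehand, the median log2 CPM of the list, changed by -0.33 ± 0.19 and fell in 4 of 4 cows, but scaling by library size alone would move plasma values by more than this (0.42). Of the members, bta-miR-486 (-1.02) and bta-miR-92a (-0.67) fell in 4 of 4 cows. The member bta-miR-363 (2.06, with 0.0037% of the read counts summed over all names) rose in 4 of 4. Haemolysis therefore cannot be told apart from an effect of HG, since the measures differ in direction between cows and members.

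Carry-over of leucocytes cannot be told apart from an effect of HG by the leucocyte list. Its share of plasma reads rose by 0.31 ± 0.20 on the log2 scale (SD, n = 4 cows, higher in 4 of 4; exact sign-flip permutation test, two-sided, p = 0.13, the smallest for 4 cows), but the median of its members changed by -0.47 ± 0.48 and rose in 1 of 4. Of the 10 names that the paper reports as up-regulated, 8 had a higher mean CPM in plasma on HG than in leucocytes on HG. The exceptions were bta-miR-2285aa (61.8 against 71.0 CPM) and bta-miR-331-5p (69.0 against 92.5 CPM). The difference lay within the plasma SD for bta-miR-6524 (78.4 ± 37.9 against 59.3 CPM), bta-miR-769 (71.7 ± 48.6 against 53.0) and bta-miR-664b (50.3 ± 54.4 against 16.0). The level therefore argues against carry-over only for bta-miR-1388-5p, hsa-miR-23a-5p, bta-miR-12034, bta-miR-2454-3p and bta-miR-338.

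In leucocytes a larger share of erythrocyte RNA was examined for the 12 miRNAs that fell, whose median log2 fold change was -0.88. If erythrocyte RNA diluted all other RNA by as much, the log2 ratio of the erythrocyte list to all other reads would rise by at least that amount whatever its starting share. It changed by 0.12 ± 0.28 (SD, n = 3 cows, higher in 2 of 3), although the other reads here include human names of the same miRNAs. With bovine names only it changed by 0.047 ± 0.149, and with names of identical counts taken once by 0.22 ± 0.36. On average the list therefore rose by less than that amount. This does not decide the cause of the falls, since TMM scaling takes out a dilution that all other names share. A change in erythrocyte RNA that touches only some names was not tested and stays open. Of the 12 fallen names, bta-miR-144 (-0.86) is itself on the erythrocyte list. The median of the members, -0.0028 ± 0.0426, decides nothing either, since of the 8 members 3 rose and 3 fell in every cow. The summed share, the median and the number of members that fell were all computed, and the summed share was settled on as the main measure after all had been seen. The leucocyte list changed by -0.24 ± 0.39. An effect of HG on leucocytes stays open as untested.

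Other groupings of the libraries were tested with the same models. Where the real diets gave 0 calls, every split gives at least as many, so the counts carry no information. This holds for the 35 of 35 plasma splits without a block for cow (64 miRNAs at an unadjusted p under 0.05), the 8 of 8 exchanges of the diets within cows with edgeR in plasma (55 at an unadjusted p under 0.05) and the 10 of 10 leucocyte splits without a block (45 at an unadjusted p under 0.05). With DESeq2 in plasma, 3 of 8 exchanges, the real one included, gave at least the 12 calls of the real diets, and the others ranged from 1 to 60 calls. In leucocytes with cow as a block, the real diets gave the most calls, 1 of 4 exchanges with edgeR (15, against at most 1 in the others) and 1 of 4 with DESeq2 (25, against 0), where 4 exchanges cannot give a share under 0.05.

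More miRNAs were detected in leucocytes than in plasma with all reads. The difference in sequencing depth could account for this, since at the depth of the smallest plasma library 492.7 names were detected in leucocytes and 517.8 in plasma. In leucocytes the number of names found in all cows on HG only was 36.13 at equal depth against 34 with all reads. This argues against depth as the cause of the number, but whether the same names stayed was not examined. Names on FD only went from 17 to 23.17. Without cow 4 the number on HG only was 7. Most of the names in Supplementary Table 3 lack FD reads in the library of cow 4 alone. Why that library lacked them was not tested.

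In both sample types PC1 set the libraries with the fewest reads apart. In plasma the FD library of cow 1 and the HG libraries of cows 2 and 3 had scores of -15.4 to -7.17 and the others 4.33 to 11.7. In leucocytes both libraries of cow 4 had scores of 8.90 and 13.3 and the others -8.12 to -3.46, so cow and the number of reads go together there. The libraries fall into separate groups, so a correlation over all of them would mostly reflect the groups. A relation of PC1 with the number of reads was not tested within the groups, which hold few libraries. The number of reads sampled is argued against as the cause, since PC1 at equal depth had a mean correlation of 0.99927 with PC1 of all reads in plasma and of 0.99958 in leucocytes. What else goes with the number of reads was not tested.

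The leucocyte HG library of cow 4 had 23316 reads for hsa-miR-451a and 7282804 for bta-miR-451. A candidate explanation is the assignment of reads between both names, since together they took 30.979% of the estimated counts there, within 28.1% to 41.8% over the leucocyte libraries.

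Of 526 names tested in both sample types, 24 (4.56%, where chance gives 1.56%) moved in opposite directions in every cow of plasma and of leucocytes. Tested by an edgeR interaction term, none differed, with a smallest adjusted p of 0.0853 and 76 names at an unadjusted p under 0.05. Among them bta-miR-1306 differed by -1.95 (standard error 0.479) and bta-miR-486, named after its values were seen, by -1.39 (standard error 0.326). The change in miRNAs per library was 48.0 in plasma and 1.67 in leucocytes (exact permutation test of the sample types, p = 0.0857). That test treats the changes as independent, although cows 1, 3 and 4 are in both sample types. In these cows the change was 78.0, 39.0 and 51.0 in plasma and -8.0, -13.0 and 26.0 in leucocytes, larger in plasma in each cow.

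The paper names miR-103 and miR-107 as its RT-qPCR references. The names bta-miR-103 and bta-miR-107 had log2 fold changes of 0.10 (standard error 0.445) and -0.62 (standard error 0.692) in plasma. In leucocytes these were 0.27 (standard error 0.123) and 0.24 (standard error 0.136). Whether the sequence that the paper prints for its miR-107 assay belongs to bta-miR-107 was not checked. The values of bta-miR-107 may therefore not be those of the reference used.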
